# Spatial dissection of the *Arabidopsis thaliana* transcriptional response to downy mildew using Fluorescence Activated Cell Sorting

**DOI:** 10.3389/fpls.2015.00527

**Published:** 2015-07-10

**Authors:** Timothy L. R. Coker, Volkan Cevik, Jim L. Beynon, Miriam L. Gifford

**Keywords:** plant-pathogen interactions, oomycete pathogens, biotrophic infection, cell type-specific transcriptomics, Fluorescence Activated Cell Sorting

## Abstract

Changes in gene expression form a crucial part of the plant response to infection. In the last decade, whole-leaf expression profiling has played a valuable role in identifying genes and processes that contribute to the interactions between the model plant *Arabidopsis thaliana* and a diverse range of pathogens. However, with some pathogens such as downy mildew caused by the biotrophic oomycete pathogen *Hyaloperonospora arabidopsidis* (*Hpa*), whole-leaf profiling may fail to capture the complete *Arabidopsis* response encompassing responses of non-infected as well as infected cells within the leaf. Highly localized expression changes that occur in infected cells may be diluted by the comparative abundance of non-infected cells. Furthermore, local and systemic *Hpa* responses of a differing nature may become conflated. To address this we applied the technique of Fluorescence Activated Cell Sorting (FACS), typically used for analyzing plant abiotic responses, to the study of plant-pathogen interactions. We isolated haustoriated (*Hpa*-proximal) and non-haustoriated (*Hpa*-distal) cells from infected seedling samples using FACS, and measured global gene expression. When compared with an uninfected control, 278 transcripts were identified as significantly differentially expressed, the vast majority of which were differentially expressed specifically in *Hpa*-proximal cells. By comparing our data to previous, whole organ studies, we discovered many highly locally regulated genes that can be implicated as novel in the *Hpa* response, and that were uncovered for the first time using our sensitive FACS technique.

## Introduction

Unlike mammals, plants do not develop specialized immune cells. Instead, they rely on Pattern-Recognition Receptors (PRRs), which detect conserved molecules or motifs associated with foreign micro-organisms (Zipfel, 2014), and cytoplasmic NOD-Like Receptors (NLRs), which detect more specific pathogen-derived effectors that are delivered into the plant cell (Jones and Dangl, 2006). Perception of a pathogen by these receptors triggers a cascade of cellular signaling events, which culminate at the cell nucleus where transcriptional reprogramming occurs (Tsuda and Somssich, 2015).

Transcriptional reprogramming is a crucial part of the immune response, and this makes it a potential target for interference from pathogens. Manipulation of host gene expression may be particularly important for biotrophic pathogens, which must keep their host cells alive while effectively suppressing the immune system and extracting nutrients. A number of pathogenic effectors from *Pseudomonas syringae* and *Hyaloperonospora arabidopsidis* (*Hpa*) have been shown to localize to the host cell nucleus, or to physically interact with transcriptional machinery (Mukhtar et al., 2011; Caillaud et al., 2012, 2013). Several endogenous *Arabidopsis* genes have been shown to be involved in disease susceptibility (Lapin and Van den Ackerveken, 2013; Zeilmaker et al., 2015) and expression of these may be induced by a pathogen to aid infection. Thus, being able to understand the transcriptional response to infection is not only important to understand the mechanisms by which plants resist pathogens, but also those by which pathogens suppress the plant immune system and exploit the endogenous molecular machinery of the plant for their own gain.

The pathosystem of *Arabidopsis* and its downy mildew pathogen *Hpa* has been an invaluable model in plant pathology over the past two decades for a number of reasons (Coates and Beynon, 2010). Firstly, *Hpa* is an oomycete, making it phylogenetically distinct from the many bacterial and fungal pathogens that have received extensive study, but more closely related to the agriculturally important potato blight, *Phytophthora infestans*. Additionally, the remarkable number of *Hpa* isolates, along with the number of differentially susceptible and resistant *Arabidopsis* ecotypes, available for study has made the pathosystem a useful tool for studying gene-for-gene resistance (Holub, 2007). Following this, advancements in genomics have shifted the focus toward large-scale identification of *Hpa*'s RxLR effectors and unraveling their effects on the host (Baxter et al., 2010; Fabro et al., 2011; Mukhtar et al., 2011; Caillaud et al., 2013).

Finally, the pathosystem is perhaps the clearest example of obligate biotrophy in *Arabidopsis*. Upon landing on a leaf surface, an asexual *Hpa* conidiospore germinates and forms an appressorium to penetrate the leaf surface. As early as 1 day post-infection, *Hpa* grows intercellularly as hyphae, before forming lobe-shaped structures called haustoria in almost every cell it contacts during a compatible interaction. These haustoria are invaginations of the plant cell that, while keeping the cell membrane intact, form an intimate interface between host and pathogen that aids nutrient acquisition and the delivery of effectors. Assuming successful infection, *Hpa* completes its life cycle within around 7 days, producing both asexual spores, which are carried by the tree-like conidiophores that emerge from the stomata, and sexual oospores (Coates and Beynon, 2010).

Whereas, progress is being made in identifying the key determinants of pathogenicity in *Hpa* and their effect on the host *Arabidopsis*, this progress is limited in comparison to other pathogens such as *P. syringae*, most notably because *Hpa* cannot be genetically manipulated. Several studies have looked at transcriptional change in response to *Hpa* infection (Huibers et al., 2009; Hok et al., 2011; Wang et al., 2011a; Asai et al., 2014), but it has been suggested that many of the key transcriptional events, which may occur exclusively in haustoriated cells, are often diluted by the comparative abundance of non-haustoriated cells when taking whole-organ samples (Huibers et al., 2009; Asai et al., 2014). Moreover, very little is known about the localization of *Arabidopsis* responses to *Hpa*, and how events which occur in haustoriated cells may differ from more systemic signaling events on a genome-wide scale. Making this distinction may be crucial in understanding how the haustorial environment influences the behavior of host cells.

In order to identify plant gene expression responses specifically in haustoriated cells, and to compare these to more systemic changes in gene expression during *Hpa* infection, we developed a method of isolating haustoriated cells from seedlings infected with the compatible *Hpa* isolate Noks1. The issue of dilution of highly localized pathogen responses has been previously overcome in the *Arabidopsis*-powdery mildew interaction in one published study, where by isolating infected cells through laser capture microdissection sensitivity of transcriptomic analysis was greatly increased (Chandran et al., 2010). Here, however, we chose to use Fluorescence Activated Cell Sorting (FACS) as it is a rapid way of isolating a large number of cells for gene expression analysis (Karve and Iyer-Pascuzzi, 2015). FACS is a flow cytometry technique that allows sorting of individual cells according to their fluorescence properties (Rogers et al., 2012), and has been a valuable tool for profiling the changing transcriptome of *Arabidopsis* roots during development at high spatial and temporal resolution (Brady et al., 2007). It has also been used extensively to characterize the cell type-specificity of root response to environmental/abiotic factors such as nitrogen content (Gifford et al., 2008) and salinity (Dinneny et al., 2008). FACS has also seen limited application to leaves (Grønlund et al., 2012) and analyzing the shoot apical meristem (Yadav et al., 2009), but has not been used before to study plant-pathogen interactions.

Here we used FACS to isolate haustoriated (*Hpa*-proximal) and non-haustoriated (*Hpa*-distal) cells from *Hpa* Noks1-inoculated *Arabidopsis* seedlings using the *Hpa*-responsive transgene *Pro_DMR6_:GFP* at two time points. We demonstrated that the FACS-isolated cells can be used for transcriptional analysis, and identified 278 transcripts that are differentially expressed between the cell types, relative to uninfected controls or between the two time points. Included in these transcripts were many novel responses which may give us new insight into how infection-site-specific events may influence the outcome of downy mildew infection in *Arabidopsis*.

## Materials and methods

### Plant material and growth conditions

A 2.5 kb fragment of the *DMR6* [At5g24530, *Downy Mildew Resistant 6* (van Damme et al., 2008)] promoter was PCR-amplified from *Arabidopsis* (ecotype Col-0) using the primers proDMR-F (*AAAAAGCAGGCTTCACC*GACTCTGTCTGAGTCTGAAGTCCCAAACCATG) and proDMR-R (*CAAGAAAGCTGGGT*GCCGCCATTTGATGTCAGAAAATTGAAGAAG), followed by a second amplification with pAttB1 (GGGGACAAGTTTGTACAAAAAAGCAGGCT) and pAttB2 (GGGGACCACTTTGTACAAGAAAGCTGGGT), and cloned into the pDONRZeo plasmid (Invitrogen). The entry clone was then recombined with the binary vector pBGWFS7 (Karimi et al., 2002). The resulting plasmid was then introduced into *Agrobacterium tumefaciens* strain GV3101. *Arabidopsis thaliana* Col-0 plants were transformed using the *Agrobacterium*-mediated floral dipping technique (Clough and Bent, 1998), and successful transformant seeds selected on BASTA. Homozygous T_3_ plants with single insertions were used for all experiments. *Pro_DMR6_:GFP* and Col-0 seeds were stratified for a minimum of 24 h before sowing onto soil, and were loosely covered with plastic film to retain moisture for the first 4 days after sowing. Plants were grown in a growth chamber (Weiss Technik, Vejle, Denmark) at 20°C with 10 h of light. The whole experiment was carried out in triplicate.

### *Hyaloperonospora arabidopsidis* (Hpa) propagation and inoculation

*Hpa* isolate Noks1 (Rehmany et al., 2005) was maintained on *Arabidopsis* Col-0 by weekly transfer to 7-day-old seedlings. Inoculum was collected from seedlings and sprayed at a concentration of 30,000–60,000 spores ml^−1^ onto new hosts according to Tomé et al. (2014). Spores were applied to 7-day-old seedlings carrying the *Pro_DMR6_:GFP* transgene, or Col-0 wild type. These plants were then placed in water-tight propagator trays and incubated in a growth chamber (Weiss Technik, Vejle, Denmark) at 18°C with 10 h of light.

### Imaging and microscopy

Images were acquired using a Zeiss LSM 710 confocal microscope, in conjunction with the Zeiss ZEM software.

### Protoplast generation and fluorescence activated cell sorting (FACS)

Protoplasts were generated from seedling leaves according to Grønlund et al. (2012), but with the following alterations: (i) ProtectRNA and Actinomycin D were not used, (ii) vacuum infiltration was omitted, (iii) petri dishes were rotated on orbital shaker for only 45–60 min, and (iv) only one wash and centrifugation step was performed. FACS was performed according to Grønlund et al. (2012), using a workspace derived from **Figure 3** of the publication. Cells were sorted directly into tubes containing 1 ml RLT cell lysis buffer (Qiagen) containing 1% β-mercaptoethanol, then samples stored at −80°C.

### RNA extraction, cDNA amplification, and labeling

RNA was extracted using the RNeasy Plant Mini Kit according to manufacturers instructions (Qiagen). DNase treatment was performed on-column using TURBO DNase (Life Technologies), with dose dependent on the approximate number of sorted cells in the sample, as manufacturers instructions: GFP-positive samples, which typically contained ~20,000 cells, were treated with one unit of TURBO DNase and incubated at 37°C for 20 min; all other samples, which contained >100,000 cells, were given a second equal round of DNase I treatment. cDNA was amplified using the Ovation Pico WTA System (NuGen), then labeled with Cy3 using the One-Color DNA Labeling Kit (NimbleGen) according to manufacturers instructions. RNA integrity was measured using a 2100 Bioanalyzer Picochip (Agilent). cDNA and Cy3-labeled cDNA were quantified using a NanoDrop Spectrophotometer (Thermo Scientific).

### Microarray hybridization and data normalization

Labeled cDNA samples were randomized and hybridized for 18 h on a 12x135k expression array custom designed for the TAIR10 *A. thaliana* genome annotation (Design ID OID37507; see GEO GSE58046, NimbleGen), then the arrays were washed, dried and scanned according to manufacturers instructions. The scanned microarray images were imported into DEVA software, and data outputted as raw.xys files. The data were then imported into R (R Development Core Team, 2008). The Robust Multichip Average (RMA) algorithm was used to normalize the data, taking outlier probes into account, and to summarize expression at the transcript level using median polish (Irizarry et al., 2003). All raw and normalized microarray data has been deposited in GEO (GSE67100).

### Microarray data analysis

Linear Models for Microarray Data (package *limma* in R) was used to fit linear models to pairs of samples (Figure S3), identifying genes that contrasted the most between the experimental pairs (Smyth, 2004). Transcripts were differentially expressed if they showed an absolute log_2_ fold-change of ≥0.75 [a threshold previously used by Huibers et al. (2009)] and a Benjamini-Hochberg adjusted *p* ≤ 0.05 in at least one comparison. Published data was processed in the same way, except for the data from Huibers et al. (2009), which had been previously normalized. The Cytoscape plugin BiNGO was used to identify gene ontology (GO) terms overrepresented in transcript groups, using the default settings and the “GO full” database, and a significance threshold of Benjamini-Hochberg adjusted *p* ≤ 0.05. For grouping, transcripts found to be differentially expressed in any pairwise comparison between sample types at either 5 or 7 days post-inoculation (d.p.i.) were placed in order of their ratio of proximal change to distal change, measured as log_2_(Expression_Proximal_/Expression_Control_)/log_2_(Expression_Distal_/Expression_Control_) and divided evenly into the final number of groups.

## Results

### *Pro_DMR6_*::GFP as a fluorescent reporter for host cells containing *Hyaloperonospora arabidopsidis* haustoria

In order to identify transcriptional events in *A. thaliana* that occur specifically in cells containing *Hpa* haustoria, we developed a method of using FACS to isolate haustoriated cells and non-haustoriated cells from *Hpa*-infected plants. This required a fluorescent reporter that is expressed specifically in haustoriated cells. van Damme et al. (2008) recently characterized the *Arabidopsis* gene Downy Mildew Resistant 6 (*DMR6*), which encodes a 2-oxoglutarate (2OG)-Fe(II) oxygenase and is required for susceptibility to *Hpa* isolate Waco9. By expressing a GUS reporter under the control of the *DMR6* promoter they demonstrated that *DMR6* expression is induced specifically in haustoriated cells, in both compatible and incompatible interactions with *Hpa* (van Damme et al., 2008). In order to assess *Pro_DMR6_* as a marker for isolating haustoriated cells using FACS, a construct containing 2.5 kb upstream of *DMR6* was fused to the GFP coding sequence and used to transform *Arabidopsis* Col-0 plants.

To investigate *Pro_DMR6_::GFP* expression we screened 10-to-14-day-old T_3_ seedlings of four independent transformants using confocal microscopy. GFP expression was observed consistently in all transformants upon inoculation with the compatible *Hpa* isolate Noks1, and all transgenic lines behaved as Col-0 in terms of growth and development. Although van Damme et al. (2008) reported expression of *Pro_DMR6_::GUS* as early as 2 d.p.i., we observed little or no fluorescence at 3 d.p.i. (Figure 1A). Instead, we observed strong fluorescence at 5 (Figure 1B) and 7 d.p.i. (Figure 1C). Fluorescent cells were observed adjacent to each other, suggestive of the pattern of *Hpa* infection (Figure S1), and this was confirmed to correlate with the visibility of conidiophores on the cotyledon surface at 7 d.p.i. (data not shown). We did not observe green fluorescence in Noks1-infected Col-0 seedlings (Figure 1D), or uninoculated *Pro_DMR6_::GFP* seedlings (Figure 1E), at any time point, confirming that the GFP was expressed specifically upon *Hpa* infection in the marker line.

**Figure 1:**
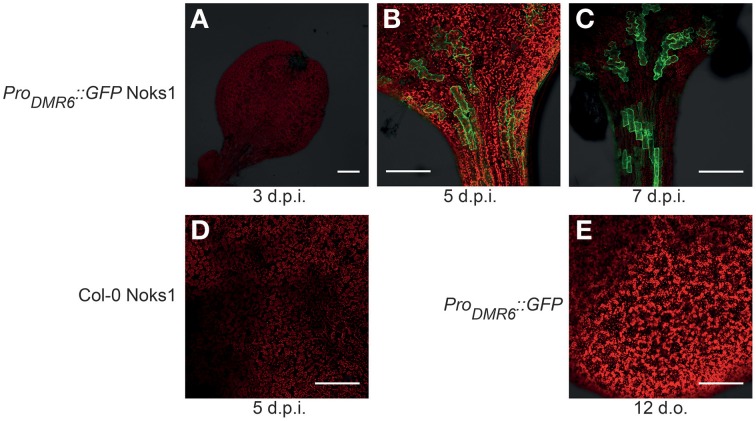
**Confocal microscopy images of** ***Hyaloperonospora arabidopsidis*** **infection marker** ***Pro_DMR6_::GFP*** **expression in *Arabidopsis* seedlings**. Scale bar represents 0.25 mm. **(A)** Absence of GFP expression in *Pro_DMR6_::GFP* seedlings infected with *Hpa* isolate Noks1, 3 d.p.i. **(B,C)** GFP expression in *Pro_DMR6_::GFP* seedlings infected with Noks1 at **(B)** 5 d.p.i. and **(C)** 7 d.p.i. **(D)** Absence of GFP expression in a Noks1-inoculated Col-0 seedling, 5 d.p.i. **(E)** Absence of GFP expression in uninfected *Pro_DMR6_::GFP* transgenic seedling; seedling is 12 days old, an equivalent age to a 5 d.p.i. seedlings.

### Fluorescence activated cell sorting to isolate haustoriated and non-haustoriated cells from infected tissues

Having isolated an effective and specific marker of *Hpa* haustoriated cells, we designed an experiment allowing us to study the transcriptional response of *Arabidopsis* to *Hpa* Noks1 on a spatial scale (Figure 2). Seven-day-old *Pro_DMR6_::GFP* seedlings were inoculated with *Hpa* isolate Noks1 and cotyledons sampled at 5 and 7 d.p.i. in three biological replicates. We chose 5 d.p.i., as this was when we could first observe GFP expression under the microscope, and 7 d.p.i., as it represents a point where the *Hpa* life cycle has completed (Coates and Beynon, 2010). Protoplasts were generated from these samples and cells sorted using FACS to obtain two cell populations: GFP-expressing cells, representing the haustoriated cell population and hereon referred to as “*Hpa*-proximal cells,” and non-GFP-expressing cells, representing the non-haustoriated cell population from infected plants, hereon be referred to as “*Hpa*-distal cells.” As a control and baseline for comparison, uninfected *Pro_DMR6_::GFP* seedlings of the same age were also sampled at both time points, protoplasts generated and sorted through FACS.

**Figure 2:**
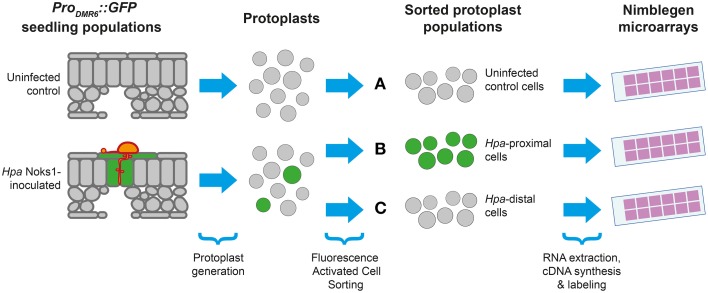
**Experimental design for studying the** ***Arabidopsis*** **response to** ***Hyaloperonospora arabidopsidis*** (***Hpa***). Protoplasts were generated from populations of seedlings containing the *Pro_DMR6_::GFP* transgene, with or without *Hpa* Noks1 infection, and sorted using Fluorescence Activated Cell Sorting to yield three types of cell population: **(A)** uninfected control cells, **(B)** GFP-positive cells from infected plants (*Hpa*-proximal cells), and **(C)** GFP-negative cells from infected plants (*Hpa*-distal cells). Whole genome expression profiling was performed from isolated cells at two time points (5 and 7 d.p.i), each with three biological replicates.

Protoplasts were generated using a recent protocol for FACS of leaf cells by Grønlund et al. (2012). Immediately prior to FACS, a small subset of the protoplasts derived from infected seedlings express GFP, consistent with the proportion of GFP expressing cells in infected seedling leaves. This GFP expression was detected upon FACS analysis (Figure S2). In contrast, GFP expressing cells were not observed in protoplasts from uninfected seedlings prior to FACS. From the 18 protoplast samples collected (three cell populations × two time points × three biological replicates), RNA was extracted, converted to cDNA, labeled, and hybridized to whole genome oligonucleotide *Arabidopsis* microarrays.

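Each of the 18 arrays held 1 biological replicate, with 3 arrays for each of the 6 combinations of cell population and time point. Uninfected control cells and Hpa-distal cells were GFP-negative, and Hpa-proximal cells were the GFP-positive cells of infected seedlings. By the paper's methods the seedlings were 12 days old at 5 d.p.i. and 14 days old at 7 d.p.i. The cDNA was amplified and hybridized to 1-colour NimbleGen arrays with probes for the transcripts of the TAIR10 annotation. The authors applied RMA, which normalizes the arrays against each other and combines the probes of a transcript by median polish, and deposited 1 log2 value per transcript and array. The deposited table holds 31524 transcripts of 27143 genes, with log2 values from 4.4 to 15.24 and 0 missing values. The median log2 value of an array lay between 8.89 and 9.37, and no further scaling was applied. A single limma model with the 6 groups was fitted to all arrays, so that every comparison used a spread estimated over all groups with 12 residual degrees of freedom. Transcripts were called DE at an absolute log2 fold change of at least 0.75 and a Benjamini-Hochberg adjusted p of at most 0.05 within the comparison, the limits that the paper gives. Fold changes are differences between mean log2 values throughout, unless another scale is named. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. Replicate arrays of the Hpa-proximal cells differed more from each other than those of the other populations. Over all transcripts, the median SD between the 3 arrays was 1.24 in Hpa-proximal cells at 5 d.p.i. and 1.09 at 7 d.p.i. It was 0.88 and 0.60 in Hpa-distal cells and 0.68 and 0.71 in uninfected control cells at the same time points. Pearson correlations between replicate arrays lay between 0.544 and 0.781 in Hpa-proximal cells and between 0.729 and 0.865 in the other populations; these are correlations across transcripts, which are not independent replicates. 

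**Figure D1:**
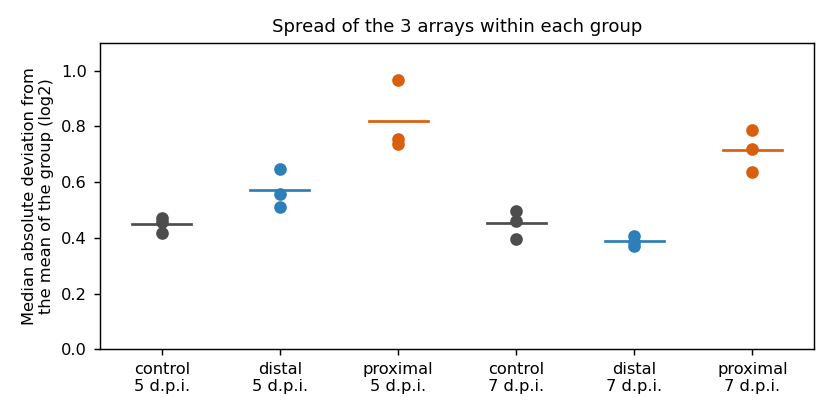
Median absolute deviation of each array from the mean of its group over 31524 transcripts, on the log2 scale, by cell population and time point (1 point per array, 3 arrays per group). The Hpa-proximal arrays lie farther from their group means than the other arrays at both time points.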

### Differential expression of genes in *Hpa*-proximal and *Hpa*-distal cells gives insight local and systemic responses to the pathogen

Microarray gene expression was summarized at the transcript level and normalized using the RMA algorithm (Irizarry et al., 2003) (Table S1). In order to identify transcripts which were differentially expressed (DE) in *Hpa*-proximal cells, and to differentiate these from systemic signaling observed in cells distal to the infection site, we performed pairwise comparisons (Figure S3) across cell populations and time points using Linear Models for Microarray Data (LIMMA) (Smyth, 2004). 

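The 9 pairwise comparisons were tested transcript by transcript at 31524 transcripts each. Between Hpa-proximal and uninfected control cells, limma called 81 transcripts at 5 d.p.i., 65 higher and 16 lower in Hpa-proximal cells, and 230 transcripts at 7 d.p.i., 165 higher and 65 lower. The balance of directions depended on single arrays: 95 of 210 calls were higher without proximal 5 d.p.i. replicate 1, and 104 of 185 without proximal 7 d.p.i. replicate 1. Between Hpa-proximal and Hpa-distal cells, 3 transcripts were called at 5 d.p.i., all higher in Hpa-proximal cells, and 34 at 7 d.p.i., 27 higher and 7 lower. Between Hpa-distal and uninfected control cells, limma called 0 transcripts at 5 d.p.i., where 1081 (3.43%) had an unadjusted p under 0.05, the smallest adjusted p was 0.0766 and alternative settings of limma called up to 8. The same comparison at 7 d.p.i. gave 1 call, with 615 transcripts (1.95%) at an unadjusted p under 0.05. Alternative settings called 0 to 27 transcripts there, the most with array weights. Between the time points, limma called 0 transcripts in control cells and 0 in Hpa-distal cells, with 936 and 813 at an unadjusted p under 0.05; alternative settings called up to 3 and up to 1. In Hpa-proximal cells 3 transcripts were called between the time points, 1 higher and 2 lower at 7 d.p.i. Every transcript called in any of the 9 comparisons is listed in Table S2, and every transcript of Table S2 was called. The median absolute log2 fold change of the called transcripts was 4.38 at 5 d.p.i. (range 2.41 to 6.65) and 4.26 at 7 d.p.i. (2.32 to 6.95) for Hpa-proximal against control cells. In each of these calls the 3 Hpa-proximal arrays lay entirely to one side of the 3 control arrays, which held for 13.3% of all transcripts at 5 d.p.i. and 20.3% at 7 d.p.i., where chance gives 10%. Fitting each comparison to its own 6 arrays lowered the counts most: limma then called 0 transcripts in every comparison, with 2520 transcripts at 5 d.p.i. and 4269 at 7 d.p.i. at an unadjusted p under 0.05 between Hpa-proximal and control cells and smallest adjusted p values of 0.1 and 0.0672. 

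**Figure D2:**
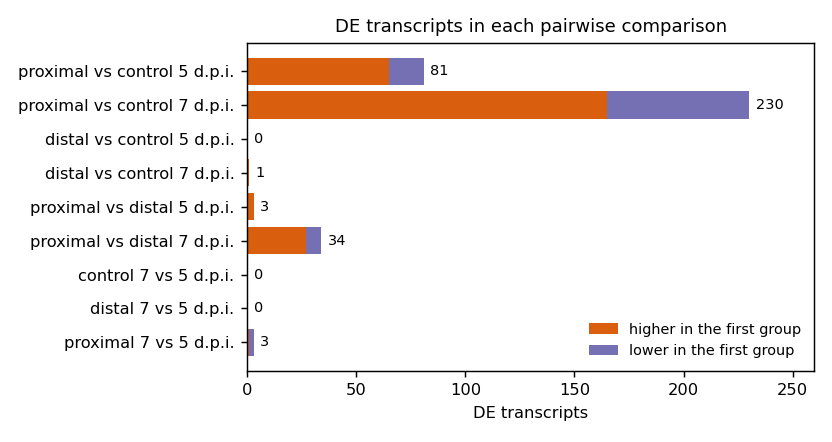
Number of transcripts called in each of the 9 pairwise comparisons, split into those higher and those lower in the first-named group (3 arrays per group). The bars for Hpa-proximal against control cells reach 81 at 5 d.p.i. and 230 at 7 d.p.i., and the other bars do not exceed 34.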

A total of 278 transcripts were identified as differentially expressed at a cutoff of absolute log_2_ fold-change ≥0.75 and a Benjamini-Hochberg adjusted *p*-value ≤ 0.05 in at least one pairwise comparison (Table S2).

As a confirmation that the cells isolated by FACS were those that were *Hpa*-associated, among the 278 DE transcripts was *DMR6* (At5g24530), which showed ~seven-fold upregulation in *Hpa*-proximal cells relative to uninfected control cells at 7 d.p.i. (Benjamini-Hochberg adjusted *p* = 0.035), and at 5 d.p.i. (Benjamini-Hochberg adjusted *p* = 0.061). 

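DMR6 is represented by the transcript AT5G24530_1, and its promoter drove the GFP used to sort the Hpa-proximal cells. At 7 d.p.i. its mean log2 value was 14.16 ± 0.15 (SD, n = 3) in Hpa-proximal cells and 11.28 ± 0.57 (SD, n = 3) in uninfected control cells, a log2 fold change of 2.88 (SE 0.58, limma adjusted p = 0.0350). At 5 d.p.i. it was 14.07 ± 0.19 (SD, n = 3) against 11.25 ± 1.26 (SD, n = 3), a log2 fold change of 2.82 (SE 0.58, limma adjusted p = 0.0613). From the arithmetic means of the unlogged values, the scale on which the paper's Table S2 is computed, upregulation came to 7.00-fold at 7 d.p.i. and 5.70-fold at 5 d.p.i., where the means of the log2 values gave 7.36-fold and 7.08-fold. At each time point every Hpa-proximal array was higher than every control array. The alternative that moved the test at 7 d.p.i. most was limma's treat, which tests against the fold-change limit itself and gave an adjusted p of 0.168, within a range of 0.0131 to 0.168 over 12 alternatives. Leaving out 1 array at a time kept the log2 fold change at 7 d.p.i. between 2.71 and 3.21. The call of DMR6 at 7 d.p.i. was lost without control 7 d.p.i. replicates 1, 2 and 3, distal 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.160).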

We also observed upregulation of several other genes which have been previously implicated in the *Hpa* response, or as more general regulators of plant-pathogen interactions. These include Impaired Oomycete Susceptibility 1 (*IOS1*, At1g51800), Pathogenesis-Related 4 (*PR4*, At3g04720), Pathogen and Circadian Controlled 1 (*PCC1*, At3g22231), Flg22-induced Receptor-like Kinase 1 (*FLK1*, At2g19190) and *WRKY8* (At5g46350) (Table S2).

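IOS1 (AT1G51800_1) rose in Hpa-proximal cells at 5 d.p.i. by a log2 fold change of 5.45 (SE 0.96, limma adjusted p = 0.0290) and PCC1 (AT3G22231_1) by 5.11 (SE 0.80, limma adjusted p = 0.0165). PR4 (AT3G04720_1) was called at both time points, with log2 fold changes of 6.19 (SE 0.77, limma adjusted p = 0.00629) at 5 d.p.i. and 4.14 (SE 0.77, limma adjusted p = 0.0204) at 7 d.p.i. The receptor-like kinase gene At2g19190 (AT2G19190_1), which Table S2 lists as FRK1, was called at 7 d.p.i. with 5.51 (SE 0.89, limma adjusted p = 0.0110), as was WRKY8 (AT5G46350_1) with 5.45 (SE 0.96, limma adjusted p = 0.0161). At the time point without a call the changes had the same sign: 4.22 for IOS1 (limma adjusted p = 0.0583) and 2.51 for PCC1 (limma adjusted p = 0.152) at 7 d.p.i., and 3.91 for FRK1 (limma adjusted p = 0.0903) and 4.42 for WRKY8 (limma adjusted p = 0.0749) at 5 d.p.i. The call of IOS1 was lost without control 5 d.p.i. replicates 1, 2 and 3 and proximal 5 d.p.i. replicates 2 and 3 (highest limma adjusted p = 0.112). The call of PR4 at 5 d.p.i. was lost without proximal 5 d.p.i. replicate 2 (highest limma adjusted p = 0.0556). The call of PR4 at 7 d.p.i. was lost without control 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0999). The call of PCC1 was lost without control 5 d.p.i. replicates 2 and 3 and proximal 5 d.p.i. replicate 2 (highest limma adjusted p = 0.0767). The call of FRK1 was lost without control 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0612). The call of WRKY8 was lost without control 7 d.p.i. replicates 1 and 2 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0868).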

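A call at one time point and not at the other does not show that the response differed between them. The difference itself, the change between Hpa-proximal and control cells at 7 d.p.i. minus that at 5 d.p.i., was tested in the limma model, which called 0 transcripts; the smallest adjusted p was 0.142, 1240 transcripts had an unadjusted p under 0.05, and alternative settings called up to 2. Of the 46 transcripts called only at 5 d.p.i., 43 changed in the same direction at 7 d.p.i., 37 of them by at least 0.75 on the log2 scale. Their median change in the called direction was 4.49 at 5 d.p.i. and 1.79 at 7 d.p.i. Of the 195 transcripts called between Hpa-proximal and control cells only at 7 d.p.i., 182 changed in the same direction at 5 d.p.i., 159 of them by at least 0.75, with medians of 4.15 at 7 d.p.i. and 2.07 at 5 d.p.i. The 3 transcripts called between the time points in Hpa-proximal cells were AT1G01150 (AT1G01150_1), with a log2 fold change of 5.18 (SE 0.58, limma adjusted p = 0.00551) from 5 to 7 d.p.i., IDL1 (AT3G25655_1) with -4.80 (SE 0.58, limma adjusted p = 0.00784), and AT3G57320 (AT3G57320_2) with -5.30 (SE 0.74, limma adjusted p = 0.0304). Against control cells, AT1G01150 changed by 5.67 at 7 d.p.i. and IDL1 by 4.88 at 5 d.p.i.; at the other time point both were near 0 (0.05 and 0.10), with a sign that changed when single arrays were left out. The call of IDL1 between the time points was lost without proximal 7 d.p.i. replicate 2 (highest limma adjusted p = 0.0789). The call of AT3G57320 between the time points was lost without control 5 d.p.i. replicate 1, distal 5 d.p.i. replicates 2 and 3, proximal 5 d.p.i. replicate 3, control 7 d.p.i. replicates 1 and 2, distal 7 d.p.i. replicate 3 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.150). The call of AT1G01150 between the time points held in each of the 18 refits that left out 1 array.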

Of the 278 total DE transcripts, 81 and 231 transcripts were DE between the three cell types at 5 d.p.i. and 7 d.p.i. respectively, with 35 transcripts being DE over both time points (Figure 3A). 276 transcripts were DE between *Hpa*-proximal cells and uninfected control cells from the same time point, with 37 transcripts found to be DE between *Hpa*-proximal and *Hpa*-distal cells at the same time point (Figure 3B). 

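Of the transcripts called between Hpa-proximal and control cells, 35 were called at both time points. The largest rises in Hpa-proximal over control cells at 5 d.p.i., as log2 fold changes, were those of AT1G27020 (6.65), TPS04 (6.64) and AT5G12340 (6.58). The largest falls were those of FHIT (-6.49), the ATM1 transcript AT3G19960_1 (-5.86) and AT1G05910 (-5.71). A further ATM1 transcript, AT3G19960_2, changed far less, to 0.61-fold from the means of the unlogged values against 0.015-fold for AT3G19960_1. The largest rises at 7 d.p.i. were those of PBS3 (6.85), AIG1 (6.44) and RCI3 (6.43), and the largest falls those of AT1G53560 (-6.95), MYB16 (-5.72) and AT1G12845 (-5.34). Of the transcripts called between Hpa-proximal and Hpa-distal cells, 36 were also called between Hpa-proximal and control cells and 1 was not. The 3 called at 5 d.p.i. were the peroxidase transcript AT5G39580 (AT5G39580_2), with a log2 fold change of 6.39 (SE 0.89, limma adjusted p = 0.0385), IDL1 with 5.17 (SE 0.58, limma adjusted p = 0.00596) and MSL4 (AT1G53470_1) with 3.58 (SE 0.51, limma adjusted p = 0.0385). The call of AT5G39580 between these populations was lost without control 5 d.p.i. replicate 3, distal 5 d.p.i. replicates 1, 2 and 3, proximal 5 d.p.i. replicate 2, control 7 d.p.i. replicate 1, distal 7 d.p.i. replicates 1 and 3 and proximal 7 d.p.i. replicate 1 (highest limma adjusted p = 0.131). The call of IDL1 between these populations was lost without distal 5 d.p.i. replicate 1 (highest limma adjusted p = 0.0608). The call of MSL4 between these populations held only without control 5 d.p.i. replicate 1, proximal 5 d.p.i. replicates 1 and 3 and proximal 7 d.p.i. replicates 2 and 3 (highest limma adjusted p over the 18 refits = 0.199).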

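The transcript AT2G18660_1 of PNP-A had a mean log2 value of 12.94 ± 0.57 (SD, n = 3) in Hpa-distal cells and 5.85 ± 0.91 (SD, n = 3) in uninfected control cells at 7 d.p.i., a log2 fold change of 7.09 (SE 0.93, limma adjusted p = 0.0376). At 5 d.p.i. the log2 fold change between the same populations was 6.31 (SE 0.93, limma adjusted p = 0.0766). It also rose in Hpa-proximal cells, by 4.21 at 5 d.p.i. (limma adjusted p = 0.0795) and by 6.23 at 7 d.p.i. (limma adjusted p = 0.00952). Its level in Hpa-proximal cells relative to Hpa-distal cells was -2.10 and -0.86 on the log2 scale, with limma adjusted p values of 0.496 and 0.769. The Hpa-distal call at 7 d.p.i. was past its limit under neither separate fits (limma adjusted p = 0.148) nor treat (0.0784), within a range of 6.94e-05 to 0.148 over the 12 alternatives. The call of PNP-A in Hpa-distal cells was lost without control 5 d.p.i. replicates 1 and 3, control 7 d.p.i. replicates 1 and 2, distal 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicate 1 (highest limma adjusted p = 0.425). The log2 fold change stayed between 6.74 and 7.60 in those refits.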

A single transcript, At2g18660.1 (Plant Natriuretic Peptide A, PNP-A), was found to be DE between GFP-negative (*Hpa*-distal) cells from infected plants and cells from uninfected plants. Together with the detection of previously characterized *Hpa* responsive genes, the observation that the vast majority of transcriptional responses are being identified in the *Hpa*-proximal populations, rather than the *Hpa*-distal populations, from infected plants confirms that *Hpa*-responsive cells can be isolated using FACS.

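Over all transcripts, the median absolute log2 fold change against control cells was 0.70 at 5 d.p.i. and 0.83 at 7 d.p.i. in Hpa-proximal cells, and 0.43 and 0.39 in Hpa-distal cells. The 3 Hpa-distal arrays lay entirely to one side of the 3 control arrays for 6.55% of transcripts at 5 d.p.i. and 7.76% at 7 d.p.i., against the 10% that chance gives. Both sets of calls rest on a spread shared by all groups, and the pooled SD of the Hpa-proximal arrays was 1.56 times that of the control arrays. With 1 weight per cell population, an alternative chosen after that spread had been seen, limma called 5 transcripts at 5 d.p.i. and 114 at 7 d.p.i. between Hpa-proximal and control cells, and 8 and 7 between Hpa-distal and control cells. From the detection of genes already known to respond to Hpa, and from finding most transcriptional responses in the Hpa-proximal rather than the Hpa-distal population, the paper concludes that FACS can isolate Hpa-responsive cells. 

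**Figure D3:**
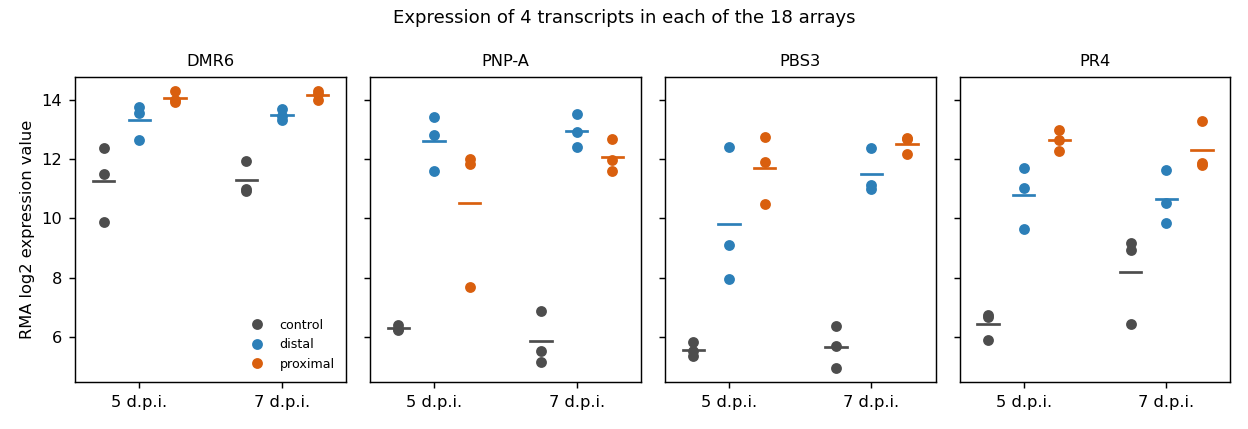
Deposited log2 values of DMR6, PNP-A, PBS3 and PR4 transcripts in each of the 18 arrays (points) by cell population and time point, with the mean of each group of 3 arrays (bars). All 4 were higher on average in Hpa-proximal and in Hpa-distal cells than in control cells at both time points, and PNP-A was higher on average in Hpa-distal than in Hpa-proximal cells.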

**Figure 3:**
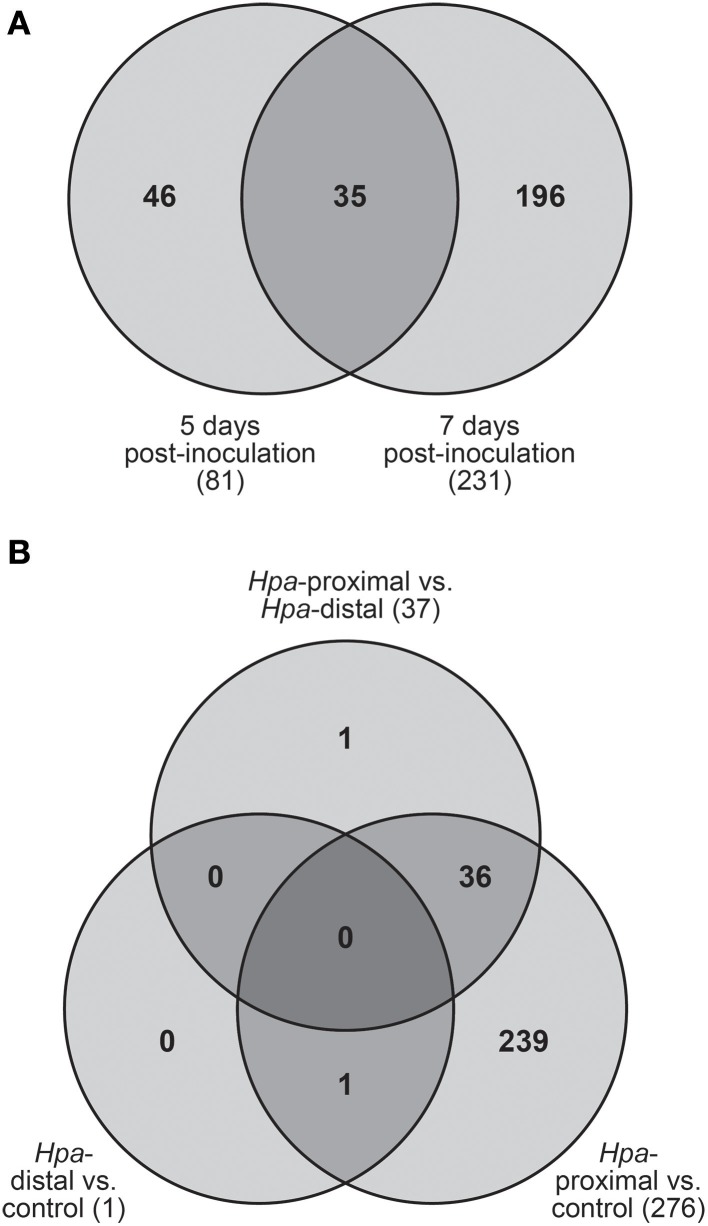
**Transcripts found to be differentially expressed (DE) using pairwise contrasts in LIMMA. (A)** Distribution of DE transcripts across the two time points. The vast majority of transcripts were found to be DE at 7 d.p.i. **(B)** Number of DE transcripts identified when making pairwise contrasts between cell types, taking into account both 5 and 7 d.p.i. The vast majority of transcripts were DE between *Hpa*-proximal cells and control cells from uninfected plants.

In order to discover what types of genes are responding locally vs. systemically, i.e., specifically in *Hpa*-proximal cells vs. more generally in both *Hpa*-proximal and *Hpa*-distal cells, the 278 DE transcripts were grouped according to the localization of their response at each of the time points, and these groups were searched for overrepresentation of GO terms using the Cytoscape plugin BiNGO (Benjamini-Hochberg adjusted *p* ≤ 0.05, Maere et al., 2005, Figure 4, Table S3). 

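The expression columns of the paper's Table S2 equal the log2 of the arithmetic mean of the unlogged values of each group to within 5.0e-05, and differ from the means of the log2 values by up to 2.13. The groups for upregulated transcripts at 5 d.p.i., and for upregulated and downregulated transcripts at 7 d.p.i., hold 296 placements. When the transcripts were ordered by the ratio of the Hpa-distal to the Hpa-proximal log2 fold change and divided evenly, 295 of the 296 placements equalled those of Table S2. Ordering by the inverse ratio, as the methods word it, matched 195, and ordering by the difference of the log2 fold changes matched 225. The Hpa-distal and Hpa-proximal log2 fold changes share their control arrays, so part of their resemblance arises without any response. Among the transcripts called between Hpa-proximal and control cells, the Hpa-distal change had the same sign in 87.7% at 5 d.p.i. and 86.5% at 7 d.p.i. In values simulated with no change in either population, the share among as many transcripts with the largest Hpa-proximal differences was 96.3% and 94.8%. The median ratio of the Hpa-distal to the Hpa-proximal change was 0.442 and 0.247, against 0.492 and 0.508 in the simulated values. Over all transcripts the simulated changes correlated at 0.49 and 0.50, the level that an equal spread in all populations gives. The pooled SD of the Hpa-proximal arrays was 1.56 times that of the control arrays, which lowers this level. The simulated values may thus overstate what shared controls alone give, and neither an excess nor a lack of resemblance can be read from them. Comparing across time points, where no array is shared, 151 of the 230 transcripts called at 7 d.p.i. (65.7%) had an Hpa-distal change of the same sign at 5 d.p.i., and 65 of the 81 called at 5 d.p.i. (80.25%) had one at 7 d.p.i.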

To take a more granular view of response location we chose to differentiate local and systemic genes based on the ratio of their *Hpa*-proximal response (log_2_ fold-change relative to uninfected control) to their *Hpa*-distal response; for a list of the genes within each group, see Table 1, Table S2.

**Figure 4:**
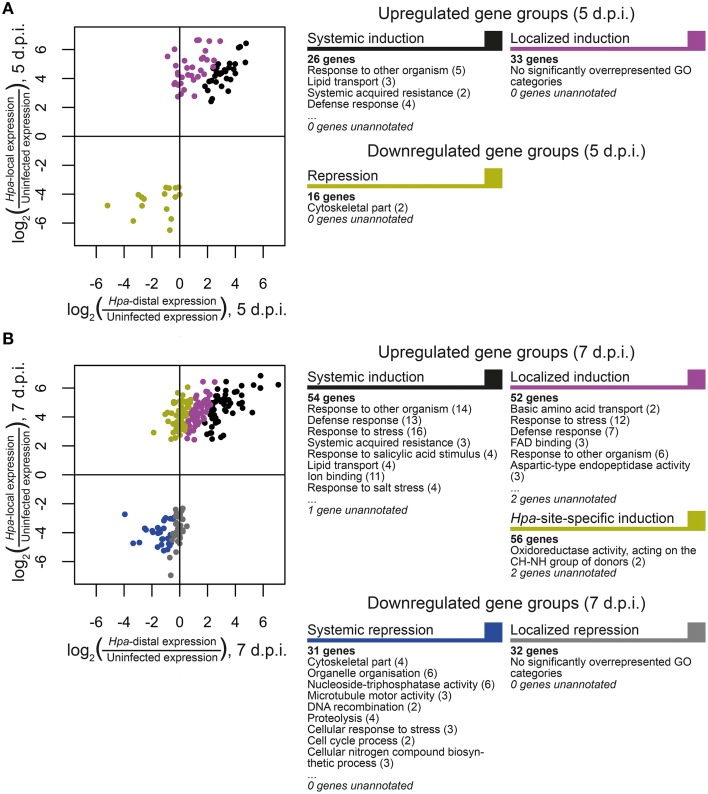
**Grouping of differentially expressed** ***Arabidopsis*** **genes according to the direction and localization of response**. Genes were grouped at **(A)** 5 d.p.i. and **(B)** 7 d.p.i. according to the nature of their response at that time point. Scatterplots display the ratio of *Hpa*-local and *Hpa*-distal expression to expression in uninfected control cells for each gene in each group. Selected GO categories that are overrepresented (Benjamini-Hochberg adjusted *p* ≤ 0.05) in each gene group are also displayed, with the number of associated genes in parentheses. A full list of overrepresented GO terms, their number IDs, with cluster and genomic frequencies and Benjamini-Hochberg adjusted *p*-values can be seen in Table S3.

**Table 1:** **Differentially expressed genes grouped according to the direction and localization of their response at 5 and 7 d.p.i**.

**Groups at 5 d.p.i.**							
**SYSTEMIC INDUCTION (26 GENES)**				**LOCALIZED INDUCTION (33 GENES)**			
**ID**	**Name**	**ID**	**Name**	**ID**	**Name**	**ID**	**Name**
AT1G02850	BGLU11	AT3G49210		AT1G06770	DRIP1	AT3G09940	ATMDAR3,
AT1G14880	PCR1	AT3G49620	DIN11	AT1G25390		AT3G11340	
AT1G35710		AT3G53600		AT1G27020		AT3G14225	GLIP4
AT1G49050		AT4G11890		AT1G30730		AT3G22600	
AT1G73805		AT4G12480	pEARLI 1	AT1G35260	MLP165	AT3G25655	IDL1
AT1G74710	EDS16, ATICS1	AT4G12500		AT1G44130		AT3G60120	BGLU27
AT2G25510		AT4G20000		AT1G51800		AT4G11890	
AT2G27660		AT4G21850	MSRB9	AT1G53470	MSL4	AT4G23550	WRKY29
AT3G04720	PR4, HEL	AT4G23150	CRK7	AT1G61120	TPS04, GES	AT4G25950	VATG3
AT3G22231	PCC1	AT5G03350		AT1G69930	GSTU11	AT4G38830	CRK26
AT3G22235		AT5G13320	ATGH3.12	AT1G74010		AT5G12340	
AT3G25610		AT5G40780		AT2G19500	CKX2, ATCKX2	AT5G22540	
AT3G29034		AT5G44568		AT2G20805		AT5G37490	
**REPRESSION (16 GENES)**				AT2G28110	FRA8, IRX7	AT5G38900	
**ID**	**Name**	**ID**	**Name**	AT2G31990		AT5G39580	
AT1G05910		AT3G28460		AT2G36810		AT5G48657	
AT1G71050	HIPP20	AT3G52770	ZPR3	AT3G02240	RGF7		
AT1G71695		AT4G00400	GPAT8,				
AT1G73620		AT5G02770					
AT2G22400		AT5G13000	gsl12				
AT2G32860	BGLU33	AT5G17410					
AT3G18160	PEX3-1	AT5G40640					
AT3G19960	ATM1	AT5G58240	FHIT				
**Groups at 7 d.p.i.**							
**SYSTEMIC INDUCTION (54 GENES)**				**LOCALIZED INDUCTION (52 GENES)**			
**ID**	**Name**	**ID**	**Name**	**ID**	**Name**	**ID**	**Name**
AT1G01680	PUB54	AT3G29130		AT1G02850	BGLU11	AT3G21710	
AT1G02520	PGP11	AT3G47480		AT1G05260	RCI3, RCI3A	AT3G46616	
AT1G02850	BGLU11	AT3G61280		AT1G26420		AT3G52710	
AT1G14880	PCR1	AT4G01350		AT1G30720		AT3G61390	
AT1G19610	LCR78, PDF1.4	AT4G12480	pEARLI 1	AT1G30730		AT4G01720	WRKY47
AT1G33960	AIG1	AT4G12490		AT1G34460	CYCB1;5, CYC3	AT4G09420	
AT1G35710		AT4G12500		AT1G34670	MYB93	AT4G16563	
AT1G55790		AT4G14400	ACD6	AT1G44130		AT4G18540	
AT1G66280	BGLU22	AT4G16260		AT1G53830	PME2	AT4G21120	AAT1, CAT1
AT1G73805		AT4G20000		AT1G56550	RXGT1	AT4G23210	CRK13
AT1G74710	EDS16, ICS1, SID2	AT4G20110	VSR7, VSR3;1, BP80-3;1	AT1G58190	RLP9	AT4G38830	CRK26
AT1G75040	PR5, PR-5	AT4G23150	CRK7	AT1G58400		AT5G02230	
AT2G14560	LURP1	AT4G39830		AT1G64583		AT5G15130	WRKY72
AT2G18660	PNP-A	AT5G01900	WRKY62	AT1G65090		AT5G18780	
AT2G21900	WRKY59, ATWRKY59	AT5G10760		AT1G66920		AT5G21280	
AT2G44380		AT5G11210	GLR2.5	AT1G69930	GSTU11	AT5G22570	WRKY38
AT2G44890	CYP704A1	AT5G13320	PBS3, GDG1, WIN3, GH3.12	AT1G71910		AT5G25260	
AT2G45510	CYP704A2	AT5G22540		AT1G77380	AAP3	AT5G25910	RLP52
AT3G04720	PR4, HEL	AT5G24530	DMR6	AT2G19190	FRK1	AT5G37415	AGL105
AT3G09940	MDHAR, MDAR3,	AT5G37490		AT2G27180		AT5G37540	
AT3G11340		AT5G37600	GLN1;1, GSR 1	AT2G28110	FRA8, IRX7	AT5G38540	
AT3G18250		AT5G38550		AT2G30550		AT5G48290	
AT3G21080		AT5G38900		AT2G35980	YLS9, NHL10	AT5G50200	WR3, NRT3.1
AT3G22235		AT5G39580		AT2G45220		AT5G57450	XRCC3
AT3G22600		AT5G44585		AT2G47550		AT5G59930	
AT3G26210	CYP71B23	AT5G44920		AT3G09940	MDHAR MDAR3, MDAR2	AT5G61640	PMSR1, ATMSRA1
AT3G29034		AT5G46350	WRKY8				
***Hpa*-SITE-SPECIFIC INDUCTION (56 GENES)**							
**ID**	**Name**	**ID**	**Name**	**ID**	**Name**	**ID**	**Name**
AT1G01150		AT1G76370		AT3G50190		AT4G37710	
AT1G05880	ARI12	AT2G09840		AT3G54730		AT5G06520	
AT1G13480		AT2G19500	CKX2	AT3G55150	EXO70H1	AT5G07610	
AT1G15640		AT2G21550		AT3G55700		AT5G11400	
AT1G17020	SRG1	AT2G30395	OFP17	AT3G60120	BGLU27	AT5G18270	ANAC087
AT1G21360	GLTP2	AT2G35770	scpl28	AT3G61827		AT5G19270	
AT1G29600		AT2G38365		AT3G62640		AT5G20330	BETAG4
AT1G51915		AT2G43730		AT4G01750	RGXT2	AT5G24080	
AT1G53980		AT3G01420	ALPHA-DOX1	AT4G03950		AT5G28190	
AT1G60095		AT3G06260	GATL4	AT4G04775		AT5G28235	
AT1G61750		AT3G14225	GLIP4	AT4G14630	GLP9	AT5G39560	
AT1G63245	CLE14	AT3G15340	PPI2	AT4G15417	RTL1	AT5G42120	
AT1G68630		AT3G26470		AT4G19950		AT5G61160	AACT1
AT1G69810	WRKY36	AT3G29035	ANAC059, NAC3	AT4G20470		AT5G63225	
**SYSTEMIC REPRESSION (31 GENES)**				**LOCALIZED REPRESSION (32 GENES)**			
**ID**	**Name**	**ID**	**Name**	**ID**	**Name**	**ID**	**Name**
AT1G10930	ATSGS1, RECQ4A	AT3G04460	PEX12, APM4	AT1G07320	RPL4	AT2G36490	DML1, ROS1
AT1G12244		AT3G04850		AT1G11720	ATSS3, SS3	AT3G05730	
AT1G16350		AT3G23670	PAKRP1L, KINESIN-12B	AT1G12845		AT3G15353	MT3
AT1G21440		AT3G28460		AT1G13380		AT3G19450	ATCAD4,
AT1G48620	HON5	AT4G11990		AT1G14690	MAP65-7	AT3G45850	
AT1G48650		AT4G21270	ATK1, KATAP	AT1G27385		AT3G54190	
AT1G54820		AT4G22930	PYR4, DHOASE	AT1G35780		AT3G60840	MAP65-4
AT1G58060		AT4G30610	BRS1, SCPL24	AT1G48600	AtPMEAMT	AT4G37080	
AT1G63630		AT4G34210	ASK11, SK11	AT1G53560		AT5G01015	
AT1G66510		AT4G37110		AT1G70370	PG2	AT5G15310	ATMYB16, ATMIXTA,
AT2G21380		AT5G17220	GST26, TT19, GSTF12	AT1G71695		AT5G15740	
AT2G22330	CYP79B3	AT5G17410		AT1G79200		AT5G20630	ATGER3,
AT2G26680		AT5G46390		AT1G79280	NUA, AtTPR	AT5G39790	
AT2G40760		AT5G51350		AT2G26330	ER, QRP1	AT5G48600	ATCAP-C
AT2G45440	DHDPS2	AT5G64240	MC3	AT2G30540		AT5G50740	
AT3G02900					AT2G32880		AT5G57130

At 5 and 7 d.p.i., transcripts were classified as either “upregulated” or “downregulated,” then split into groups according to the ratio of a Hpa-local response (measured as the log_2_ fold-change between Hpa-local cells and uninfected cells at that time point) and a Hpa-distal response (the fold-change between Hpa-distal and uninfected cells). See Figure 4 for a graphical representation of their expression pattern, Table S2 for expression values, and Table S3 for GO term analysis details.

The 81 transcripts DE at 5 d.p.i. were split into three groups (Figure 4A). 

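Table S2 places 32 transcripts of 26 genes in the systemic induction group at 5 d.p.i. and 33 transcripts of 33 genes in the localized induction group. The median log2 fold change against control cells in the systemic induction group was 4.41 in Hpa-proximal cells and 3.01 in Hpa-distal cells, and it was 4.56 and 0.85 in the localized induction group. In single Hpa-distal arrays the median ran from 2.64 to 3.47 in the first group and from 0.25 to 0.77 in the second. The Hpa-distal change was upward and at least 0.75 in 32 of the 32 systemic and 17 of the 33 localized transcripts. Between Hpa-proximal and Hpa-distal cells limma called 0 of the 32 systemic transcripts, of which 31 were higher in Hpa-proximal cells and 12 had an unadjusted p under 0.05; none of 11 alternative settings called 1 or more. It called 3 of the 33 localized transcripts, all 33 of which had an unadjusted p under 0.05, and alternatives called 0 to 10. The groups were formed on the same arrays, so these medians and the higher Hpa-proximal means are not an independent test of the grouping. On the separate arrays of 7 d.p.i. the systemic induction group had medians of 3.41 in Hpa-proximal and 2.14 in Hpa-distal cells, and the localized induction group 3.61 and 1.1.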

For upregulated genes, we were interested in broadly comparing local and systemic responses, so we split the transcripts found to be upregulated at this time point into two groups—one representing systemic induction (almost equal proximal and distal response), and one representing localized induction (strong proximal response, weak distal response). 

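Table S3 of the paper lists, by gene, the members of each overrepresented GO term; their changes were read from the array values, and the overrepresentation itself was not recomputed. The 5 genes listed under response to other organism at 5 d.p.i. had a median log2 fold change of 6.13 in Hpa-proximal cells (range 3.85 to 6.43) and 4.35 in Hpa-distal cells (2.29 to 4.77). For the 4 genes under defense response the medians were 6.16 and 4.29. The 2 genes under systemic acquired resistance, EDS16 and PR4, had medians of 5.02 and 3.32. Each of these genes was called between Hpa-proximal and control cells at 5 d.p.i., and each was higher in Hpa-distal than in control cells. By the paper's methods the grouped transcripts were those DE in any comparison of sample types. At 5 d.p.i. all 81 of them were called between Hpa-proximal and control cells, so these calls are no separate result.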

The systemic induction group showed overrepresentation of pathology-related GO terms such as “response to other organism” and “defense response,” as well as “systemic acquired resistance,” fitting to the systemic expression pattern of the genes in this group. This suggests that, despite the lack of genes DE in *Hpa*-distal cells relative to the control, this population of cells is capturing systemic signaling in response to *Hpa*. 

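A rise in Hpa-distal cells cannot by itself show systemic signaling. The paper cautions that cells with recent haustoria may lack fluorescence and be taken for Hpa-distal ones, and GFP-positive cells could be carried over. Whether salicylic acid response genes rose there was tested with a list of 21 genes, 20 of which were on the array with 23 transcripts. Of its genes, 4 are in Table S2 and so were picked by the study on these samples. The median log2 fold change of the list in Hpa-distal over control cells was 0.89 at 5 d.p.i. and 0.89 at 7 d.p.i., and it ran from 0.68 to 1.30 and from 0.52 to 1.74 with 1 array left out. By limma's camera, which assumes a preset correlation of 0.01 between genes, the adjusted p over 36 tests of 6 lists was 7.18e-10 and 2.34e-16. With the correlation estimated from the arrays, the alternative that moved this most, it was 0.00914 and 0.00194, and by fry 0.00480 and 0.00219. An exact permutation of the array labels within time points, chosen after the data were seen, gave a two-sided p of 0.01 for the mean of both medians (adjusted p = 0.0343 over 24 tests), with 6 of 6 Hpa-distal arrays above the control mean. The smallest p it can give is 0.005. Without correction its p was 0.01 under quantile normalization and 0.025 under median centring. Among single transcripts of the list, limma called 0 of 23 over all genes at 5 d.p.i. (6 at an unadjusted p under 0.05) and 0 at 7 d.p.i. (9), and 5 and 8 when adjusted over the list alone. Camera called 20 of the 36 tests, and only those of the salicylic acid list against control cells and of the cell division list in Hpa-proximal cells, 8 in all, held under both fry and the estimated correlation. In Hpa-distal over control cells the exact permutation test gave -0.28 for a jasmonic acid response list (adjusted p = 0.120, 6 of 6 arrays lower) and 0.01 for a photosynthesis list (adjusted p = 0.955, 2 of 6 arrays higher), which turned to -0.03 under median centring. The same permutation test gave -0.15 for an epidermis and guard cell list (adjusted p = 0.642, 3 of 6 arrays lower), -0.18 for a vasculature list (adjusted p = 0.764, 3 of 6) and -0.34 for a cell division list (adjusted p = 0.197, 6 of 6). With the Hpa-distal change averaged over both time points, a contrast added after the counts had been seen, limma called 20 transcripts, all higher in Hpa-distal cells; 16 of them are in Table S2. 

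**Figure D4:**
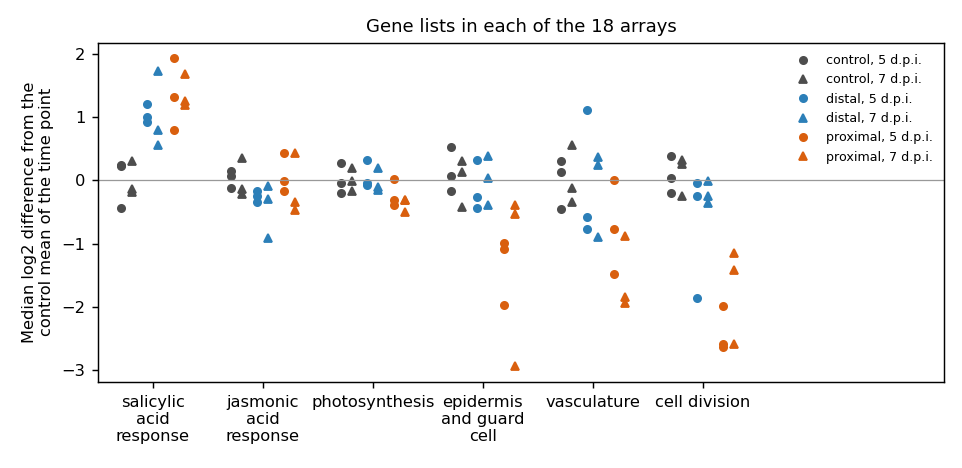
Median log2 difference of the transcripts of 6 gene lists from the control mean of the same time point in each of the 18 arrays (circles, 5 d.p.i.; triangles, 7 d.p.i.), by cell population. Both infected populations lie above the control arrays for the salicylic acid list, and within each time point the Hpa-proximal arrays lie lowest for the cell division list.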

Genes involved in lipid transport and localization were also overrepresented in this group. 

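Table S3 lists 3 genes of the group under lipid transport, and the same 3 under lipid localization. Their median log2 fold change against control cells was 3.46 in Hpa-proximal cells (range 3.17 to 6.43) and 2.01 in Hpa-distal cells (1.82 to 4.77).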

Individual genes represented in this group include Enhanced Disease Susceptibility to *Erysiphe orontii* (*EDS16*, At1g74710) and AVRPPHB Susceptible 3 (*PBS3*, At5g13320), which have both been implicated in salicylic acid accumulation in plant defense (Wildermuth et al., 2001; Nobuta et al., 2007), and Lysine Histidine Transporter 1 (*LHT1*, At5g40780), which has been shown to influence plant defense in a salicylic acid-mediated manner (Liu et al., 2010). 

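At 5 d.p.i. EDS16 (AT1G74710_1) rose in Hpa-proximal over control cells by a log2 fold change of 3.85 (SE 0.69, limma adjusted p = 0.0309), PBS3 (AT5G13320_1) by 6.13 (SE 0.90, limma adjusted p = 0.0165) and LHT1 (AT5G40780_2) by 4.48 (SE 0.78, limma adjusted p = 0.0290). In Hpa-distal over control cells the log2 fold changes were 2.29 (SE 0.69), 4.24 (SE 0.90) and 3.29 (SE 0.78), none past the adjusted limit. The differences between Hpa-proximal and Hpa-distal cells were not past it either, with limma adjusted p values of 0.497, 0.534 and 0.675. At 7 d.p.i. LHT1 changed by 2.07 in Hpa-proximal cells (limma adjusted p = 0.221) and by 0.04 in Hpa-distal cells, the latter from -0.53 to 0.64 with single arrays left out. The call of EDS16 at 5 d.p.i. was lost without control 5 d.p.i. replicates 1 and 3, proximal 5 d.p.i. replicates 2 and 3 and distal 7 d.p.i. replicate 1 (highest limma adjusted p = 0.130). The call of PBS3 at 5 d.p.i. was lost without control 5 d.p.i. replicates 1 and 3 and proximal 5 d.p.i. replicate 2 (highest limma adjusted p = 0.0743). The call of LHT1 at 5 d.p.i. was lost without control 5 d.p.i. replicates 1, 2 and 3 and proximal 5 d.p.i. replicate 2 (highest limma adjusted p = 0.106).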

The defense genes Pathogenesis-Related 4 (*PR4*, At3g04720) and Pathogen and Circadian Controlled 1 (*PCC1*, At3g22231) also fell into this group.

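In Hpa-distal cells at 5 d.p.i. PR4 rose over control cells by a log2 fold change of 4.35 (SE 0.77, limma adjusted p = 0.154) and PCC1 by 4.72 (SE 0.80, limma adjusted p = 0.150). Between Hpa-proximal and Hpa-distal cells PR4 differed by 1.84 (limma adjusted p = 0.463) and PCC1 by 0.39 (limma adjusted p = 0.961).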

In contrast localized induction group did not show overrepresentation of any GO terms, suggesting a diversity of genes within this group. Individual genes represented in this group include the transcription factor *WRKY29* (At4g23550), a terpene synthase (*TPS4*, At1g61120) and a peroxidase superfamily protein (At5g39580). 

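WRKY29 (AT4G23550_1) rose in Hpa-proximal over control cells by a log2 fold change of 5.29 (SE 0.77, limma adjusted p = 0.0165) and the peroxidase At5g39580 (AT5G39580_2) by 6.02 (SE 0.89, limma adjusted p = 0.0165). The rise of TPS4 (AT1G61120_1) in Hpa-proximal cells had an SE of 1.17 and a limma adjusted p of 0.0290. In Hpa-distal cells the log2 fold changes were 1.96 for WRKY29, 1.24 for TPS4 and -0.37 for the peroxidase. Of the 3, only the peroxidase differed between Hpa-proximal and Hpa-distal cells in limma; the adjusted p was 0.225 for WRKY29 and 0.194 for TPS4. The call of WRKY29 was lost without control 5 d.p.i. replicate 3 and proximal 5 d.p.i. replicate 2 (highest limma adjusted p = 0.0689). The call of TPS4 was lost without control 5 d.p.i. replicates 1, 2 and 3 and proximal 5 d.p.i. replicates 2 and 3 (highest limma adjusted p = 0.114). The call of the peroxidase against control cells was lost without control 5 d.p.i. replicates 1 and 3 and proximal 5 d.p.i. replicate 2 (highest limma adjusted p = 0.0748).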

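The annotation gives the symbol ARCK1 to AT4G11890, for which Table S2 lists 2 transcripts. At 5 d.p.i. the transcript AT4G11890_3, in the localized induction group, had a log2 fold change of 4.81 (SE 0.92, limma adjusted p = 0.0439) in Hpa-proximal over control cells and 2.41 in Hpa-distal cells. The transcript AT4G11890_2, in the systemic induction group, had 4.70 (SE 0.92, limma adjusted p = 0.0466) and 2.40. The transcript AT1G11890_1 of AT1G11890, which the annotation names SEC22 and Table S2 does not list, had 0.15 (SE 0.56, limma adjusted p = 0.981), a value that fell to -0.01 without control 5 d.p.i. replicate 3. The kinase transcript CRK26 (AT4G38830_1) rose by 3.6 (SE 0.69, limma adjusted p = 0.0436), with -0.40 in Hpa-distal cells. For AtMDAR3, the transcript AT3G09940_2 rose by 4.20 (SE 0.78, limma adjusted p = 0.0376), with 0.85 in Hpa-distal cells, and the transcript AT3G09940_1 by 2.60 (SE 0.68, limma adjusted p = 0.148). The call of the ARCK1 transcript AT4G11890_3 held only without distal 5 d.p.i. replicate 1, proximal 5 d.p.i. replicate 1, control 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicate 3 (highest limma adjusted p over the 18 refits = 0.144). The call of the ARCK1 transcript AT4G11890_2 held only without proximal 5 d.p.i. replicate 1 and control 7 d.p.i. replicates 1, 2 and 3 (highest limma adjusted p over the 18 refits = 0.149). The call of CRK26 held only without distal 5 d.p.i. replicates 1 and 2, distal 7 d.p.i. replicates 1 and 2 and proximal 7 d.p.i. replicates 2 and 3 (highest limma adjusted p over the 18 refits = 0.149). The call of AtMDAR3 held only without distal 5 d.p.i. replicates 1, 2 and 3, proximal 5 d.p.i. replicate 1, control 7 d.p.i. replicates 1 and 3 and proximal 7 d.p.i. replicates 2 and 3 (highest limma adjusted p over the 18 refits = 0.147).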

The group also includes cysteine-rich receptor-like protein kinases *ARCK1* (At1g11890) and *CRK26* (At4g38830), and a monodehydroascorbate reductase (*AtMDAR3*, At3g09940) that is crucial for colonization of *Arabidopsis* by the mutualistic fungus *Piriformospora indica* (Vadassery et al., 2009).

Due to the small number of transcripts at this time point, downregulated genes could not effectively be split into “systemic” and “local” responding and were thus considered as one group. This group showed overrepresentation for only one GO term: “cytoskeletal part.” 

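Table S3 lists 2 genes of the group under this term. Their log2 fold changes were -5.86 and -4.20 in Hpa-proximal over control cells and -3.34 and -2.73 in Hpa-distal over control cells. The first of these genes is ATM1, read from its transcript AT3G19960_1, and its transcript AT3G19960_2 changed far less in Hpa-proximal cells. The 16 transcripts of the repression group had a median log2 fold change of -4.20 in Hpa-proximal and -0.96 in Hpa-distal cells, with 15 of 16 lower in Hpa-distal than in control cells.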

Downregulated genes include Callose Synthase 3 (At5g13000), peroxidase 12 (At1g71695) and a pathogenesis-related thaumatin superfamily protein (At1g73620).

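Callose Synthase 3, listed in the annotation as GSL12 (AT5G13000_2), fell in Hpa-proximal cells with a log2 fold change of -3.54 (SE 0.63, limma adjusted p = 0.0312). The values were -3.56 (SE 0.56, limma adjusted p = 0.0165) for peroxidase 12 (AT1G71695_1) and -4.04 (SE 0.74, limma adjusted p = 0.0355) for the thaumatin superfamily transcript AT1G73620_1. In Hpa-distal cells the changes were -0.98, -0.30 and -2.97. At 7 d.p.i. Callose Synthase 3 changed by -0.98 (limma adjusted p = 0.5) and the thaumatin transcript by -1.87 (limma adjusted p = 0.248) in Hpa-proximal cells. The call of Callose Synthase 3 was lost without control 5 d.p.i. replicates 1, 2 and 3, proximal 5 d.p.i. replicate 2, control 7 d.p.i. replicate 2 and distal 7 d.p.i. replicates 1 and 3 (highest limma adjusted p = 0.114). The call of peroxidase 12 at 5 d.p.i. was lost without control 5 d.p.i. replicates 1, 2 and 3 and proximal 5 d.p.i. replicate 2 (highest limma adjusted p = 0.0748). The call of the thaumatin transcript was lost without control 5 d.p.i. replicates 1 and 3, proximal 5 d.p.i. replicates 1 and 2, control 7 d.p.i. replicate 2, distal 7 d.p.i. replicates 1 and 3 and proximal 7 d.p.i. replicate 1 (highest limma adjusted p = 0.147).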

The larger number (231) of transcripts DE at 7 d.p.i. allowed us to split them into more groups (Figure 4B). Transcripts upregulated at this time point were this time split into three gene groups—systemic induction, local induction and infection-site-specific induction, representing increasing localization of their response, such that genes in the infection-site-specific induction group showed a negligible *Hpa*-distal response. 

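Systemic induction at 7 d.p.i. covered 55 transcripts of 54 genes, with a median log2 fold change against control cells of 4.89 in Hpa-proximal and 2.96 in Hpa-distal cells. Local induction covered 55 transcripts of 52 genes, with medians of 4.34 and 1.21, and infection-site-specific induction 56 transcripts of 56 genes, with medians of 4.14 and 0.08. In single Hpa-distal arrays the median of the infection-site-specific group ran from -0.19 to 0.11, and that of the systemic group from 2.75 to 3.24. The Hpa-distal rise was at least 0.75 in 55, 48 and 2 transcripts of the 3 groups in that order. Comparing Hpa-proximal with Hpa-distal cells, limma called 25 of the 56 infection-site-specific transcripts and 2 of the 55 local ones. It called 0 of the 55 systemic transcripts, of which 23 had an unadjusted p under 0.05, and 0 under each of 11 alternative settings; alternatives called 0 to 55 of the infection-site-specific and 0 to 19 of the local transcripts, from separate fits to array weights.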

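At 7 d.p.i. the median log2 fold change of the 4 genes that Table S3 lists under lipid transport in the systemic induction group was 5.77 in Hpa-proximal cells (range 4.87 to 6.16) and 3.63 in Hpa-distal cells (3.19 to 4.45). The 3 genes under systemic acquired resistance had medians of 4.14 and 2.48. The 13 genes under defense response had medians of 5.06 (range 2.72 to 6.85) and 3.14 (2.31 to 5.81).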

As with the systemic induction group at 5 d.p.i., the systemic induction group at 7 d.p.i. showed overrepresentation for the GO terms “lipid transport,” “systemic acquired resistance” and a number of generic defense-related terms such as “defense response.” The GO terms “response to salicylic acid stimulus” and “response to stress” were also additionally overrepresented in this group. 

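The 4 genes listed under response to salicylic acid stimulus had a median log2 fold change of 3.81 in Hpa-proximal and 4.18 in Hpa-distal cells. For the 16 genes under response to stress the medians were 4.79 and 2.84. All were higher in Hpa-distal than in control cells.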

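At 7 d.p.i. PR5 (AT1G75040_1) rose in Hpa-proximal over control cells by a log2 fold change of 4.61 (SE 0.96, limma adjusted p = 0.0389), WRKY59 (AT2G21900_1) by 5.21 (SE 0.97, limma adjusted p = 0.0219) and WRKY62 (AT5G01900_1) by 3.31 (SE 0.66, limma adjusted p = 0.0317). ACD6 (AT4G14400_1) rose by 4.30 (SE 0.81, limma adjusted p = 0.0238) and LURP1 (AT2G14560_2) by 2.72 (SE 0.58, limma adjusted p = 0.0410). The log2 fold changes in Hpa-distal cells were 2.48 for PR4, 4.52 for PR5, 3.24 for WRKY59, 2.31 for WRKY62, 2.60 for WRKY8, 5.22 for ACD6 (limma adjusted p = 0.0581) and 3.14 for LURP1. ACD6 and LURP1 were thus higher in Hpa-distal than in Hpa-proximal cells, by differences of -0.92 and -0.42 for Hpa-proximal minus Hpa-distal that were not past the limit in limma (adjusted p = 0.695 and 0.835); for ACD6 the sign turned, to 0.12, without proximal 7 d.p.i. replicate 3. The call of PR5 was lost without distal 5 d.p.i. replicate 2, control 7 d.p.i. replicates 1, 2 and 3, distal 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.192). The call of WRKY59 was lost without control 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.127). The call of WRKY62 was lost without control 7 d.p.i. replicates 1 and 2 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.152). The call of ACD6 was lost without control 7 d.p.i. replicates 1 and 2 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.122). The call of LURP1 held only without control 5 d.p.i. replicate 1, distal 5 d.p.i. replicates 1 and 3, proximal 5 d.p.i. replicates 1, 2 and 3, control 7 d.p.i. replicate 3 and proximal 7 d.p.i. replicate 3 (highest limma adjusted p over the 18 refits = 0.199).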

Individual genes within this group include Pathogenesis-Related 4 (*PR4*, At3g04720) and 5 (*PR5*, At1g75040), *WRKY59* (At2g21900), *WRKY62* (At5g01900) and *WRKY8* (At5g46350), Accelerated Cell Death 6 (*ACD6*, At4g14400), Plant Natriuretic Peptide A (*PNP-A*, At2g18660) and Late Upregulated in Response to *Hyaloperonospora parasitica* (*LURP1*, At2g14560). 

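In Hpa-distal cells DMR6 exceeded uninfected control cells by a log2 fold change of 2.2 at 7 d.p.i. and 2.06 at 5 d.p.i. (SE 0.58 each), or 4.38-fold and 3.52-fold from the means of the unlogged values. These changes were not past the adjusted limit, although at each time point every Hpa-distal array was higher than every control array. Mean log2 values in Hpa-distal cells were 13.48 ± 0.19 (SD, n = 3) at 7 d.p.i. and 13.31 ± 0.59 (SD, n = 3) at 5 d.p.i. Hpa-proximal cells exceeded Hpa-distal cells by 0.68 (limma adjusted p = 0.680) and 0.76 (limma adjusted p = 0.741).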

Surprisingly, *DMR6* fell into this group, despite being used as our marker for *Hpa*-local cells. This could be due to weaker, more systemic signaling of *DMR6* that was beyond detection using a GFP marker. As this data set is enriched for responses predominantly in *Hpa*-local cells, this too may also been an indication that even the most systemic responses captured remain fairly localized to the infection site.

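Of the 55 systemic induction transcripts at 7 d.p.i., 51 had a higher mean in Hpa-proximal than in Hpa-distal cells. They entered the group by their Hpa-proximal change on the same arrays, which favours a higher Hpa-proximal mean even without a difference. On the separate arrays of 5 d.p.i. their median log2 fold change was 3.86 in Hpa-proximal and 1.82 in Hpa-distal cells. In the systemic repression group, 31 of the 32 transcripts had a lower mean in Hpa-proximal than in Hpa-distal cells. The latter group had median log2 fold changes against control cells of -4.00 in Hpa-proximal and -1.25 in Hpa-distal cells, and of -0.79 and -0.41 at 5 d.p.i.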

The local induction group showed similar GO term enrichment to the systemic induction group at 7 d.p.i., such as the pathology-related terms “response to other organism” and “defense response” and the more generic “response to stress.” 

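In the local induction group, the 6 genes listed under response to other organism had a median log2 fold change of 4.68 in Hpa-proximal and 1.78 in Hpa-distal cells. The medians were 4.72 and 1.85 for the 7 genes under defense response and 4.71 and 1.69 for the 12 genes under response to stress.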

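Among the receptor-like genes, CRK13 (AT4G23210_3) rose at 7 d.p.i. by a log2 fold change of 4.71 (SE 1.01, limma adjusted p = 0.0440), AtRLP9 (AT1G58190_1) by 3.03 (SE 0.63, limma adjusted p = 0.0370) and AtRLP52 (AT5G25910_1) by 3.66 (SE 0.69, limma adjusted p = 0.0225). The CC-NBS-LRR transcript AT1G58400_1 rose by 4.24 (SE 0.81, limma adjusted p = 0.0241) and the TIR-NBS transcript AT4G09420_1 by 5.55 (SE 0.61, limma adjusted p = 0.00219). In Hpa-distal cells the changes were 2.13 for FRK1, 1.58 for CRK13, 0.49 for AtRLP9, 1.39 for AtRLP52, 0.77 for AT1G58400 and 2.17 for AT4G09420. In the direct comparison of Hpa-proximal with Hpa-distal cells limma called AT4G09420, with a log2 fold change of 3.38 (SE 0.61, limma adjusted p = 0.0488), and none of the other 5. At 5 d.p.i. AT1G58400 changed by -0.27 in Hpa-proximal cells, from -1.46 to 0.47 with single arrays left out. The call of CRK13 held only without control 5 d.p.i. replicates 1 and 3, distal 5 d.p.i. replicate 1, proximal 5 d.p.i. replicate 3, control 7 d.p.i. replicate 3 and proximal 7 d.p.i. replicate 3 (highest limma adjusted p over the 18 refits = 0.190). The call of AtRLP9 held only without control 5 d.p.i. replicate 1, distal 5 d.p.i. replicates 1 and 3, proximal 5 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicate 3 (highest limma adjusted p over the 18 refits = 0.151). The call of AtRLP52 was lost without control 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0926). The call of AT1G58400 was lost without control 7 d.p.i. replicates 1 and 2 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.124). The call of AT4G09420 against control cells held in each of the 18 refits that left out 1 array.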

A number of receptor-like proteins were present in this group, including Flg22-induced Receptor-like Kinase 1 (*FRK1*, At2g19190), Cysteine-rich Receptor-like Kinase 13 (*CRK13*, At4g23210), Receptor Like Proteins 9 (*AtRLP9*, At1g58190) and 52 (*AtRLP52*, At5g25910) a putative CC-NBS-LRR class disease resistance protein (At1g58400) and a putative TIR-NBS class disease resistance protein (At4g09420). 

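At 7 d.p.i. the WRKY transcription factor transcripts WRKY47 (AT4G01720_1), WRKY72 (AT5G15130_1) and WRKY38 (AT5G22570_1) rose in Hpa-proximal over control cells by log2 fold changes of 4.26 (SE 0.65, limma adjusted p = 0.00970), 4.72 (SE 0.81, limma adjusted p = 0.0139) and 5.17 (SE 1.07, limma adjusted p = 0.0370). Their Hpa-distal changes were 1.39, 1.21 and 1.85, and the differences between Hpa-proximal and Hpa-distal cells had limma adjusted p values of 0.0958, 0.0989 and 0.203. The call of WRKY47 was lost without control 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0556). The call of WRKY72 was lost without control 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0801). The call of WRKY38 was lost without control 5 d.p.i. replicates 2 and 3, control 7 d.p.i. replicates 1, 2 and 3, distal 7 d.p.i. replicates 1 and 3 and proximal 7 d.p.i. replicates 2 and 3 (highest limma adjusted p = 0.138).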

*WRKY47*, (At4g01720), *WRKY72* (At5g15130) and *WRKY38* (At5g22570) were also in this group.

Infection-site-specific induced, representing the most localized genes upregulated at 7 d.p.i., showed overrepresentation of only the GO term “oxidoreductase activity, acting on the CH-NH group of donors.” 

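The 2 genes that Table S3 lists under this term had log2 fold changes of 3.69 and 5.05 in Hpa-proximal over control cells and of -0.84 and -0.43 in Hpa-distal over control cells.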

Genes in this group include the transcription factors *WRKY36* (At1g69810), *NAC3* (At3g29035) and *NAC087* (At5g18270), as well as an RNA-binding Suppressor-of-White-APricot (SWAP) protein (At5g06520).

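The log2 fold change in Hpa-proximal over control cells at 7 d.p.i. was 3.41 (SE 0.74, limma adjusted p = 0.0446) for WRKY36 (AT1G69810_1) and 3.19 (SE 0.66, limma adjusted p = 0.0370) for NAC3 (AT3G29035_1). It was 5.19 (SE 1.07, limma adjusted p = 0.0369) for NAC087 (AT5G18270_1) and 5.11 (SE 0.80, limma adjusted p = 0.0103) for the SWAP protein transcript AT5G06520_1. Hpa-distal cells differed from control cells by 0.10, -0.25, 0.79 and 0.03 in the same order. Of the 4, limma called the SWAP transcript between Hpa-proximal and Hpa-distal cells, at 5.08 (SE 0.80, limma adjusted p = 0.0282), and the adjusted p was 0.0946 for WRKY36, 0.0538 for NAC3 and 0.108 for NAC087. The call of WRKY36 held only without proximal 5 d.p.i. replicates 1 and 3 and proximal 7 d.p.i. replicate 3 (highest limma adjusted p over the 18 refits = 0.192). The call of NAC3 was lost without control 5 d.p.i. replicates 2 and 3, control 7 d.p.i. replicates 1 and 2, distal 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicate 2 (highest limma adjusted p = 0.177). The call of NAC087 was lost without control 7 d.p.i. replicates 1, 2 and 3, distal 7 d.p.i. replicates 1 and 2 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.152). The call of the SWAP transcript against control cells was lost without control 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0571).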

The larger number of downregulated genes at 7 d.p.i., relative to 5 d.p.i., allowed us to split them into two groups representing systemic and local repression. Genes that showed systemic repression were overrepresented for a number of cellular functions such as “cytoskeletal part,” “organelle organization,” “cell cycle process,” and “nucleoside-triphosphatase activity.” 

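The 4 genes that Table S3 lists under cytoskeletal part in this group had a median log2 fold change of -3.82 in Hpa-proximal and -1.75 in Hpa-distal cells at 7 d.p.i. The medians were -3.98 and -1.50 for the 6 genes under organelle organization and -4.17 and -2.24 for the 2 genes under cell cycle process. For the 6 genes under nucleoside-triphosphatase activity, with 7 transcripts, they were -4.38 and -1.49. For Hpa-proximal against Hpa-distal cells limma called 0 of the 32 transcripts of the group, of which 27 had an unadjusted p under 0.05, and alternatives called up to 9.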

Genes in this group include a histone H1/H5 family member (At1g48620), metacaspase 3 (*MC3*, At5g64240) and *A. thaliana* Kinesins 1 (*ATK1*, At4g21270) and 12B (*ATK12B*, At3g23670).

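The histone H1/H5 transcript (AT1G48620_1) fell in Hpa-proximal cells with a log2 fold change of -2.92 (SE 0.61, limma adjusted p = 0.0391) and MC3 (AT5G64240_2) with -4.44 (SE 0.96, limma adjusted p = 0.0451). The kinesin transcripts fell with -4.68 (SE 0.99, limma adjusted p = 0.0410) for ATK1 (AT4G21270_1) and -3.66 (SE 0.79, limma adjusted p = 0.0446) for ATK12B (AT3G23670_2). Hpa-distal changes were -0.37, -1.23, -2.90 and -1.58 in the same order. The call of the histone transcript held only without control 5 d.p.i. replicates 2 and 3, distal 5 d.p.i. replicates 1 and 3 and proximal 5 d.p.i. replicates 1, 2 and 3 (highest limma adjusted p over the 18 refits = 0.167). The call of MC3 held only without distal 5 d.p.i. replicates 1 and 2, proximal 5 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicates 1 and 3 (highest limma adjusted p over the 18 refits = 0.148). The call of ATK1 was lost without control 5 d.p.i. replicate 3, distal 5 d.p.i. replicates 1, 2 and 3, control 7 d.p.i. replicates 1 and 2, distal 7 d.p.i. replicate 2 and proximal 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.195). The call of ATK12B held only without control 5 d.p.i. replicates 1 and 3, distal 5 d.p.i. replicates 1 and 3, proximal 5 d.p.i. replicate 3, control 7 d.p.i. replicate 3 and proximal 7 d.p.i. replicate 3 (highest limma adjusted p over the 18 refits = 0.2).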

Finally, there was no overrepresentation of GO terms in the localized repression group. 

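Table S2 places 33 transcripts of 32 genes in the localized repression group, with a median log2 fold change of -3.82 in Hpa-proximal and -0.14 in Hpa-distal cells; limma called 7 of them between these populations, and 0 to 32 under alternative settings. At 7 d.p.i. peroxidase 12 (AT1G71695_1) fell against control cells with -3.35 (SE 0.56, limma adjusted p = 0.0131), ERECTA (AT2G26330_1) with -3.83 (SE 0.77, limma adjusted p = 0.0334), the microtubule-associated protein transcript MAP65-4 (AT3G60840_1) with -3.56 (SE 0.64, limma adjusted p = 0.0167) and Starch Synthase 3 (AT1G11720_1) with -4.51 (SE 0.86, limma adjusted p = 0.0240). In Hpa-distal cells they changed by -0.24, -0.09, 0.51 and -0.56. Between Hpa-proximal and Hpa-distal cells limma called peroxidase 12 at -3.11 (SE 0.56, limma adjusted p = 0.0488) and MAP65-4 at -4.07 (SE 0.64, limma adjusted p = 0.0282), and gave adjusted p values of 0.0684 for ERECTA and 0.0893 for Starch Synthase 3. At 5 d.p.i. MAP65-4 changed by 0.79 in Hpa-proximal cells (limma adjusted p = 0.734). The call of peroxidase 12 at 7 d.p.i. was lost without control 7 d.p.i. replicates 1 and 2 (highest limma adjusted p = 0.0843). The call of ERECTA was lost without control 7 d.p.i. replicates 1, 2 and 3 (highest limma adjusted p = 0.142). The call of MAP65-4 against control cells was lost without control 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicate 1 (highest limma adjusted p = 0.0813). The call of Starch Synthase 3 was lost without control 7 d.p.i. replicates 1, 2 and 3 and proximal 7 d.p.i. replicate 2 (highest limma adjusted p = 0.105).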

Genes in this group included peroxidase 12 (*PER12*, At1g71695), the receptor protein kinase *ERECTA* (At2g26330), microtubule-associated protein 65-4 (*MAP65-4*, At3g60840) and Starch Synthase 3 (*ATSS3*, At1g11720).

### Comparison with published data sets

To ask if the FACS approach identifies novel genes in the *Arabidopsis* response to *Hpa* infection, we compared our list of differentially expressed genes to previously published microarray data from Huibers et al. (2009), Wang et al. (2011a) and Hok et al. (2011). Data from these publications was retrieved from the relevant public databases and processed in a similar manner to the data we present here, i.e., differentially expressed genes identified by making pairwise contrasts in LIMMA. From each published dataset we considered only samples and direct comparisons that were most relevant to our experimental design here. Huibers et al. (2009) used two-color CATMA arrays to profile expression in a compatible *Arabidopsis-Hpa* interaction (Landsberg erecta (Ler) and Cala2) and an incompatible interaction (Ler and Waco9), relative to uninfected controls, at 3 d.p.i. Wang et al. (2011a) performed a 6-day timecourse of infection with the incompatible strain Emwa1, in Col-0 and the susceptible mutant *rpp4*. Finally, Hok et al. (2011) measured gene expression in *Arabidopsis* Wassilewskija (WS) seedlings after mock treatment, and treatment with the compatible isolate Emwa, at an early time point (8 and 24 h post-inoculation) and at a late time point (4 and 6 d.p.i.). For the former two datasets, we considered only the Cala2 interaction and the *rpp4* interaction, respectively, as they represented compatible interactions that result in a similar outcome to the Col-0 and Noks1 interaction, i.e., completion of the *Hpa* lifecycle. For the latter two datasets, which have multiple time points, we considered all time points as to capture as much of the *Hpa* response as possible.

Our 278 differentially expressed transcripts represent 267 different genes—128 of which could be detected in the previously published datasets based on our analysis (Figure 5A). The remaining 139 genes are thus novel *Hpa* responses identified by our FACS-based cell response type specific approach. However, ~5300 transcripts were previously detected as differentially expressed in one or more of the datasets outlined above, but not differentially expressed in our dataset. 

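Table S2 marks 139 transcripts of 139 genes as newly detected and 139 transcripts of 128 genes as not, and no gene has transcripts of both kinds; the published datasets behind the mark were not among the files examined. Between Hpa-proximal and control cells, 30 newly detected transcripts were called at 5 d.p.i. and 116 at 7 d.p.i., 8 of them at both, against 51, 114 and 27 of the other transcripts. The comparison of Hpa-proximal with Hpa-distal cells called 28 newly detected transcripts and 9 of the others. The median absolute log2 fold change in Hpa-distal over control cells at 7 d.p.i. was 0.52 for the newly detected and 1.69 for the other transcripts, while in Hpa-proximal cells it was 3.93 and 4.56. Their median log2 value in control cells was 7.27, below the 8.18 of the others. Newly detected transcripts made up 85.7% of the infection-site-specific induction group at 7 d.p.i., 41.8% of the local induction group, 20.0% of the systemic induction group, 65.6% of the systemic repression group and 42.4% of the localized repression group. At 5 d.p.i. they made up 12.5% of the systemic induction, 51.5% of the localized induction and 56.3% of the repression group.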

A comparison between previous datasets shows that only a small proportion of these are common between datasets (Figure 5B), suggesting that these DE genes arose as differences in experimental design, *Hpa* strain used or otherwise may be false positives.

**Figure 5:**
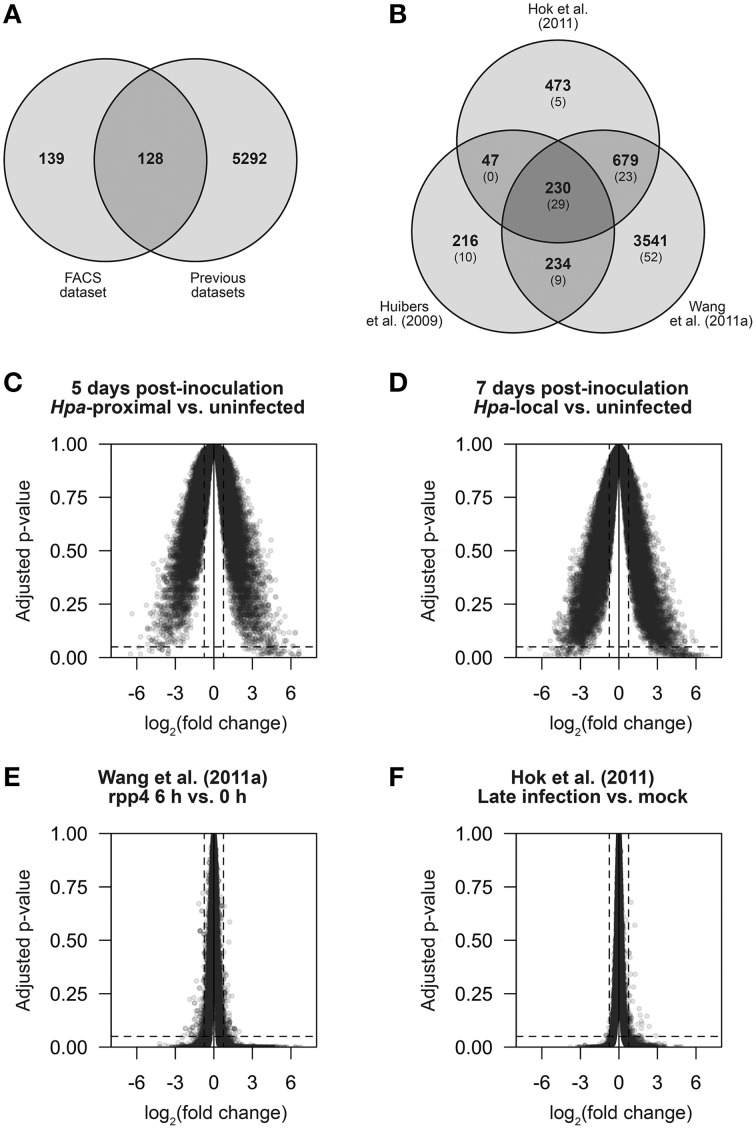
**The strength and specificity of** ***Hpa*****-responsive gene detection in multiple datasets**. In order to make direct comparisons, published data from Huibers et al. (2009), Wang et al. (2011a) and Hok et al. (2011) was processed in a similar manner to the data we present here. **(A,B)** Comparison of genes found to be differentially expressed (DE) using LIMMA. **(A)** Gene overlap of genes DE in our FACS dataset and genes found to be DE based on the previously published data. Of the 267 DE genes identified in our FACS dataset, 128 were previously detectable and 139 were novel. **(B)** Gene overlap between the three previously published datasets. In parentheses is the number of genes in each group that also overlap with our FACS dataset. **(C–F)** Average log_2_ fold change against Benjamini-Hochberg adjusted *p*-values for all measured transcripts (determined by LIMMA) in the comparisons: **(C)** *Hpa*-proximal vs. uninfected cells, 5 d.p.i. **(D)** *Hpa*-proximal vs. uninfected cells, 7 d.p.i. **(E)** Wang et al. (2011a) *rpp4* Emwa1 6 d.p.i. vs. 0 d.p.i., **(F)** Hok et al. (2011) Emwa vs. Mock (late infection). Dotted lines represent the differential expression significance thresholds of absolute log_2_ fold change ≥0.75 and adjusted *p* ≤ 0.05.

In order to compare the sensitivity and specificity of our approach to the previously published data, we compared the average fold-change and Benjamini-Hochberg adjusted *p*-values for all genes for a number of pairwise comparisons across different datasets (Figures 5C–F). 

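Between Hpa-proximal and control cells, 47.3% of the 31524 transcripts had an absolute log2 fold change of at least 0.75 at 5 d.p.i. and 53.7% at 7 d.p.i. In Hpa-distal against control cells the shares were 31.9% and 27.0%. Control cells compared between the time points gave 35.6%, so a share of this size arose between uninfected groups of 3 arrays. Hpa-proximal cells compared between the time points, with 3 calls, gave 42.9%. Of the 10 splits of the Hpa-proximal and control arrays, 5 gave a share as large at 5 d.p.i., the real one included. At 7 d.p.i. only 1, the real one, did. The share at 5 d.p.i. thus cannot be told apart from the spread of the arrays. Single Hpa-proximal arrays set against the control mean gave 54.6% to 68.7% at 5 d.p.i. (SD 7.06, n = 3) and 58.2% to 62.6% at 7 d.p.i. (SD 2.29, n = 3). On all 18 arrays this share was recomputed only under the low-signal filters and median centring. Of these, leaving out the 25% of transcripts with the lowest signal moved the share at 7 d.p.i. most, to 56.2%. The published datasets were not among the files examined, so only the values of the present arrays are given.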

We found that our dataset had a larger proportion of genes with significant (≥0.75) log_2_ fold changes relative to an uninfected control than in the previously published datasets, and those identified as DE showed DE of a higher magnitude, highlighting that by specifically analyzing *Hpa*-proximal cells, we observe greater sensitivity in expression changes during infection (compare the width of plots in Figures 5C,D to Figures 5E,F). Conversely, the published datasets had a larger proportion of genes within the significance threshold of adjusted *p* ≤ 0.05, but with almost-zero fold-changes (Figures 5E,F). This suggests that, relative to the published datasets, although our data shows higher sensitivity, in this instance noise may be a limiting factor in *Hpa*-responsive gene detection.

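Transcripts with an adjusted p of at most 0.05 and an absolute log2 fold change under 0.75 numbered 0 in limma in both comparisons of Hpa-proximal with control cells, so the adjusted p and not the fold change set the calls. At an unadjusted p under 0.05 there were 3410 transcripts (10.8%) at 5 d.p.i. and 4697 (14.9%) at 7 d.p.i. Arrays were also simulated with the same spread per transcript in all cell populations and known changes of 2 to 5 on the log2 scale in 200 transcripts. In them limma recovered 32.5% of the changes at 5 d.p.i. and 31% at 7 d.p.i., and 54% and 53% of those of 4 or 5. It called 6 and 4 unchanged transcripts in these simulations. The larger spread of the Hpa-proximal arrays was not simulated, so these rates do not measure its effect.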

## Discussion

Here we present the novel use of FACS to isolate *A. thaliana* cells infected by the downy mildew pathogen *Hpa*. To our knowledge, this is the first use of FACS to specifically isolate plant cells responding to infection, although this has previously been achieved in animal systems (Richman et al., 2002; Thöne et al., 2007).

We demonstrate that cells isolated by FACS of *Hpa*-infected seedlings can be used for transcriptomic analysis of the local vs. systemic response to *Hpa* infection. Consistent with expectations that the majority of transcriptional events would occur at the infection site, all differentially expressed genes were either significantly upregulated or downregulated in the *Hpa*-proximal cell population, over time, or relative to an uninfected control or *Hpa*-distal cells from infection plants at the same time point. In contrast, only a single transcript showed significant differential expression between *Hpa*-distal cells and uninfected control cells. The identity of this transcript as Plant Natriuretic Peptide A (*PNP-A*, At2g18660) is assuring as PNP-A has been previously described as a secreted signal working systemically during both abiotic and biotic stress (Wang et al., 2011b). Ideally we would have identified further genes to be significantly differentially expressed in the *Hpa*-distal population, representing systemic signaling. However, as the *Hpa*-distal cell population was simply a collection of cells not expressing the haustoriated cell marker *Pro_DMR6_::GFP*, we might expect this population to be heterogeneous, containing cells at varying proximity to the pathogen, many of which may not be responding to the pathogen at all. To address this potential dilution of systemic responses, we considered that many of the genes differentially expressed in *Hpa*-proximal cells may also be responding more systemically, and grouped these into the “Systemic Induction” and “Systemic Repression” groups in Figure 4. Several of the genes and GO terms associated with these groups are consistent with what is already known about defense signaling in *Arabidopsis*, such as the role of salicylic acid and salicylic acid-responsive gene expression in systemic acquired resistance (Durrant and Dong, 2004). However, no firm conclusions can currently be made from the analysis in Figure 4 and further experiments are needed to validate the localization of these responses, and to unravel their significance in the *Hpa-Arabidopsis* interaction.

The use of FACS to study cells specifically at the site of infection has potential to increase the sensitivity of transcriptomic or other high-throughput analyses, such as proteomics. We have shown that in general, the magnitude of up- or down-regulation of genes is greater in our FACS-isolated *Hpa*-proximal cells than in previous whole-leaf datasets, relative to uninfected controls (Figures 5C–F). We have also identified a number of genes that are differentially expressed in *Hpa*-proximal cells not previously detected in microarray studies (Figure 5A). However, we have also failed to detected many genes previously associated with *Hpa* infection. While many of these could potentially be attributed to differences in experimental design or the *Hpa* isolate used, it seems that noise is largely a contributing factor. Greater optimization of the FACS protocol will hopefully help to overcome this in the future.

A crucial development in the use of FACS for studying local vs. systemic signaling during *Arabidopsis* infection will be the development of new cell markers. A key challenge, particularly for the *Hpa* pathosystem, is that the pathogen and the proteins that it delivers into host cells cannot currently be fluorescently labeled through genetic manipulation. As such, isolation of *Hpa*-contacting cells relies entirely on pathogen-responsive *Arabidopsis* promoters, which may not be induced immediately and are likely to show changes in expression over the course of infection. This seems to be an issue with the *DMR6* promoter, from which we could not detect GFP expression until 5 d.p.i. This prevented us from studying earlier stages of infection, which is unfortunate as it is at these stages that the use of FACS will be most informative, as the limited spread of the pathogen precludes the use of whole tissue microarrays. An additional caveat more relevant to this dataset, is that, at the later time points (e.g., 5 and 7 d.p.i.), recently haustoriated cells may not fluoresce, and may instead be interpreted as *Hpa*-distal cells. Characterizations of new, early-induced haustoriated cell markers, as well as an in-depth study of their expression patterns will be crucial in developing a refined FACS approach. Furthermore, to avoid dilution of the systemic response, one could use a second fluorophore to mark cells within a certain range of the pathogen. This could potentially be complex as signals and responses spread over space. In addition to developing new methods to study pathogen signaling at a cell-specific resolution, we must in turn develop theoretical methods to understand the data being generated, and perhaps take into account some of the assumptions and limitations of the FACS approach. As these methods develop, we can better understand the events that occur specifically at the *Arabidopsis-Hpa* interface, and how these might influence more widespread signaling in the plant.

## Author contributions

TC, MG, and JB contributed to design of the experiment and interpretation of the data. VC generated the *Pro_DMR6_::GFP* construct and plant lines, and TC and VC performed microscopy of these plants. Protoplast generation, FACS and microarray analysis was performed by TC. All authors wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

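Transcript levels were measured on 18 arrays of sorted Arabidopsis protoplasts, 3 biological replicates for each of 3 cell populations (uninfected control, Hpa-distal and Hpa-proximal) at 5 and 7 d.p.i. The paper's methods give the seedlings' age as 12 days at 5 d.p.i. and 14 days at 7 d.p.i.; the sample labels give 42 days for 3 arrays of 7 d.p.i. (distal replicate 1, proximal replicates 2 and 3), and the time points of the paper were used throughout. RNA was amplified to cDNA, labeled with Cy3 and hybridized to custom NimbleGen arrays of the TAIR10 transcripts.

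The authors read the scanned images with the NimbleGen software, considered outlier probes, and made the deposited log2 values by RMA in R, which corrects background, normalizes between arrays and summarizes the probes of a transcript by median polish. The paper's text does not name the R package or its version. The deposited scanner files were not used. The table holds 31524 transcripts of 27143 genes in 18 columns of log2 values, with 0 missing values, and all were tested. The median log2 values of the 3 replicates, in the order of the replicate numbers, were 8.98, 8.97 and 9.04 in control cells, 8.95, 9.27 and 9.1 in Hpa-distal cells and 9.19, 9.05 and 9.04 in Hpa-proximal cells at 5 d.p.i. At 7 d.p.i. they were 9.37, 9.24 and 9.08 in control cells, 9.17, 9.21 and 9.24 in Hpa-distal cells and 9.15, 9.16 and 8.89 in Hpa-proximal cells. Gene symbols were taken from a RefSeq name table of TAIR10.1, which matched 26555 genes, and from the paper's tables.

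Comparisons were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) as 1 model with 6 group means, 12 residual degrees of freedom, 3.49 prior degrees of freedom and a prior SD of 0.95. The 9 pairwise comparisons were those between cell populations at each time point and those between time points in each population. The interaction of time point with the comparison of Hpa-proximal and control cells was a further contrast. A call needed an absolute log2 fold change of at least 0.75 and a Benjamini-Hochberg adjusted p of at most 0.05 within the comparison. The model was tested on simulated data with 200 changed transcripts, in which each transcript had the same spread in all cell populations. For Hpa-proximal against control cells it called 65 of them at 5 d.p.i. and 62 at 7 d.p.i. For Hpa-distal against control cells at 7 d.p.i. it called 62. The sign was wrong in 0 of these calls. It also called 6, 4 and 9 unchanged transcripts in the same order of comparisons. In data simulated with no change it called 0 transcripts. The larger spread of the Hpa-proximal arrays was not simulated, so these counts do not measure its effect.

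Before the data were examined, 6 gene lists were written by hand (salicylic acid response, jasmonic acid response, photosynthesis, epidermis and guard cell, vasculature, and cell division), together with the comparisons, their tests and most alternatives. The lists were tested with limma's camera at a preset correlation of 0.01 over 36 tests. On simulated arrays, camera, the permutation test and the comparison with random lists each recovered 4 of 4 shifted lists and 0 of 2 unshifted ones. Transcripts were independent there, with the same spread in all cell populations and shifts of 1 or 2 on the log2 scale. Correlated genes and smaller shifts were not tried, and 2 unshifted lists say little about false calls. The exact permutation of array labels within time points (400 assignments, smallest p 0.005, two-sided) and lists of all 67 chloroplast and 94 mitochondrial genome transcripts were added after the data had been seen. Random lists of the same mean level were drawn 10000 times from the 200 transcripts nearest in mean level to each member, with seed 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

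The genes named were those that the Results text of the paper names with an identifier. Added to them were the 3 largest rises and the 3 largest falls among the transcripts called between Hpa-proximal and control cells at each time point whose 3 arrays did not overlap, and every transcript of a comparison with 5 or fewer calls. The values of Table S2 had been seen when this rule was written. Table S2 gave the localization groups and the mark for newly detected genes, and Table S3 the members of GO terms. GO overrepresentation and the comparison with published datasets were not repeated, since neither the GO annotation nor those datasets were among the files.

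The alternatives were separate fits of each comparison on its own 6 arrays, the replicate number as a block, filters on the lowest 25% and 50% of transcripts by mean signal, quantile normalization and median centring of the deposited values, eBayes with trend and robust settings, array weights, adjustment over the 9 comparisons together, treat, an adjusted p limit of 0.1, and leaving out each array in turn. Array weights by cell population, contrasts averaged over both time points and fold changes from unlogged means were added after the data had been seen.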

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

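Tests against random lists of the same mean level, the test of a larger share of mesophyll cells, the exact permutation tests, the averaged time points and the weights by cell population were chosen only after the results had been seen.

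Hpa-proximal and Hpa-distal cells were compared in a direct test, in which limma called 3 transcripts at 5 d.p.i. and 34 at 7 d.p.i. Of the 10 splits of the 6 arrays, 3 gave as many calls at 5 d.p.i., the real one included and another with 11, and 1, the real one, at 7 d.p.i., and with 10 splits chance cannot be excluded. With both time points averaged, 523 transcripts were called, and 1 of 100 drawn splits gave as many, the real one, so chance can be excluded for that count. At 5 d.p.i. the count ranged from 0, without distal 5 d.p.i. replicate 1, to 99, without proximal 5 d.p.i. replicate 1. At 7 d.p.i. it ranged from 3, without distal 7 d.p.i. replicate 1 or 2, to 728, without proximal 7 d.p.i. replicate 3. The larger spread of the Hpa-proximal arrays could have shaped these counts, and with weights by cell population they were 1 and 14, so calls at 7 d.p.i. did not rest on the shared spread alone. The design cannot separate closeness to the pathogen from the sort itself, because every Hpa-proximal sample was GFP-positive and every other sample GFP-negative. By the paper's methods the GFP-positive samples also held fewer cells than all others, which were given a further round of DNase treatment. Cell number, amplification and DNase treatment thus differed along with the sort. A response of the cells to infection, a difference in the kinds of cells sorted and these technical differences stay open.

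A list of 20 cell division genes (23 transcripts) was lower in Hpa-proximal than in Hpa-distal cells, with a mean of the medians at 5 and 7 d.p.i. of -1.87 on the log2 scale (exact permutation p = 0.005, the smallest possible, adjusted p = 0.024 over 24 tests, 6 of 6 Hpa-proximal arrays lower). A list of 16 epidermis and guard cell genes (21 transcripts) was lower by the same measure, at -1.57 (exact permutation p = 0.005, adjusted p = 0.024, 6 of 6 arrays lower), as was a list of 21 photosynthesis genes (29 transcripts), at -0.36 (exact permutation p = 0.02, adjusted p = 0.048, 6 of 6 arrays lower). A list of 13 vasculature genes (15 transcripts) at -1.05 failed the correction (exact permutation p = 0.03, adjusted p = 0.0655, 6 of 6 arrays lower). Against control cells the Hpa-proximal values were -2.2, -1.87, -0.32 and -1.13 in the same order (exact permutation adjusted p = 0.024, 0.0343, 0.048 and 0.048), lower in 6, 6, 5 and 5 of 6 arrays. For the photosynthesis list against control cells the uncorrected exact permutation p was 0.015 under quantile normalization. Under median centring it was 0.055, which is not past the limit. By camera, the Hpa-proximal to Hpa-distal difference of the cell division list had an adjusted p of 1.15e-06 at 5 d.p.i. and 9.49e-06 at 7 d.p.i. and held under fry and the estimated correlation; those of the epidermis and photosynthesis lists held under neither.

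Among single transcripts, with both time points averaged, limma called 2 of the cell division list between Hpa-proximal and Hpa-distal cells over all genes and 4 when adjusted over the list alone, 2 and 4 of the epidermis list, 1 and 1 of the vasculature list, and 0 and 0 of the photosynthesis list (0 at an unadjusted p under 0.05). In control cells 17 of the 23 cell division, 16 of the 21 epidermis, 9 of the 15 vasculature and 29 of the 29 photosynthesis transcripts were above the median level of all transcripts, 9.09. The deposited values give no limit of detection, so how many of them the tissue expressed was not counted. No gene was in another list (0 shared), and 2, 1, 0 and 0 genes of the lists, in that order, are in Table S2 and were thus picked by the study on these samples.

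The deposited normalization left a shift that depends on expression level: over 5 equal groups of transcripts from the lowest to the highest mean level, the median difference between Hpa-proximal and Hpa-distal cells was 0.44, 0.32, -0.16, -0.47 and -0.29. Such a shift could lower a list of highly expressed genes. The lists lay beyond it, however. With the change averaged over both time points, the median of the cell division list was -1.62, at percentile 0 of 10000 random lists of the same mean level (95% between -0.68 and 0.37), that of the epidermis list -1.60 at percentile 0 (-0.59 to 0.31), that of the vasculature list -1.04 at percentile 0.62 (-0.79 to 0.56), and that of the photosynthesis list -0.33 at percentile 0.01 (-0.16 to 0.03). Under quantile normalization and median centring the signs held, at -1.81 and -1.79 for cell division, -1.75 and -1.49 for epidermis, -1.06 and -0.97 for vasculature and -0.33 and -0.28 for photosynthesis. The exact permutation p of the photosynthesis list, without correction, was 0.01 under quantile normalization and 0.045 under median centring. With 1 array left out the medians at 5 and 7 d.p.i. ran from -2.33 to -1.23 and -2.17 to -1.48 for cell division, from -2.14 to -0.82 and -1.73 to -0.53 for epidermis, from -1.25 to 0.12 and -2.60 to -1.23 for vasculature, and from -0.45 to -0.15 and -0.45 to -0.29 for photosynthesis. The vasculature list thus changed sign at 5 d.p.i., without proximal 5 d.p.i. replicate 1, and the epidermis list at 7 d.p.i. rested mostly on proximal 7 d.p.i. replicate 3 (-2.95 from the control mean, against -0.53 and -0.40 in the other replicates; camera adjusted p up to 0.322 with 1 array left out). A shift with level alone is therefore argued against for these lists.

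A candidate explanation for the lower cell division, epidermis and vasculature lists is a larger share of mesophyll cells among the GFP-positive cells. It predicts that photosynthesis transcripts, which mesophyll cells carry in abundance, are higher in Hpa-proximal cells, and the photosynthesis list was lower instead (percentile 0.01 among random lists). Yet that list had a median log2 level of 14.3 in control cells, near the top of the scale, where a change in the share of cells would hardly show, and infection itself may lower photosynthesis transcripts. The cell make-up of the GFP-positive cells, their smaller number and lighter DNase treatment, and a response within the cells cannot be told apart with these arrays. A repression of cell division by infection stays open as a hypothesis and was not tested otherwise.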

How the results depend on the processing

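Array weights by cell population, averaged time points, fold changes from unlogged means and the exact renumbering of arrays were chosen only after the results had been seen. For every change of a count below the cause was not tested, unless it is named. Each setting gives values as transcripts called by limma, compared with the counts of the model over all 18 arrays.

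Fitting each comparison on its own 6 arrays gave 0 calls in each comparison, thus 0 for the 81 and 230 calls of Hpa-proximal against control cells, 0 for the 3 and 34 against Hpa-distal cells, 0 for the 1 Hpa-distal call at 7 d.p.i., 0 for the 3 between time points and 0 for the 278, 81 and 231 transcripts in any comparison, at 5 d.p.i. and at 7 d.p.i. Transcripts at an unadjusted p under 0.05 numbered 2520 and 4269 for Hpa-proximal against control cells, 2001 and 3905 against Hpa-distal cells, 1242 for Hpa-distal against control cells at 7 d.p.i. and 886 between time points in Hpa-proximal cells. By construction, fewer arrays then estimate the spread. Averaged over time points, separate fits called 536 for Hpa-proximal against control cells (1113 with all arrays in 1 model), 12 for Hpa-distal against control cells (20) and 108 for Hpa-proximal against Hpa-distal cells (523).

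With the replicate number as a block (replicate block), Hpa-distal against control cells at 7 d.p.i. gave 2 calls, Hpa-proximal against control cells 91 and 203, Hpa-proximal against Hpa-distal cells 2 and 24, and any comparison 259. Averaged over time points it called 1336, 21 and 713 for Hpa-proximal against control, Hpa-distal against control and Hpa-proximal against Hpa-distal cells. Of the 18 correlations between arrays with the same replicate number, taken on their deviations from the group means, 15 were positive (6 of 9 at 5 d.p.i. and 9 of 9 at 7 d.p.i., where the mean was 0.12) and 6 exceeded 0.1, within a range of -0.24 to 0.26. Their mean was 0.06, and an exact renumbering of the arrays gave a mean as high in 59 of 1296 cases (exact p = 0.0455). For Hpa-distal against Hpa-proximal arrays the mean was 0.02, with 15 of 36 as high (exact p = 0.417). The paper says that both cell populations of infected seedlings were sorted from the same 3 biological replicates, but neither it nor the labels say that a replicate number links them. As 12 of the 18 correlations were not over 0.1, the arrays were not treated as paired, although a link between some of them stays possible. Without the 25% of transcripts with the lowest signal, limma called 0 between Hpa-proximal and Hpa-distal cells at 5 d.p.i. (2347 at an unadjusted p under 0.05) and 0 between time points in Hpa-proximal cells (1249), and the share of transcripts changed by at least 0.75 at 7 d.p.i. was 56.2% instead of 53.7%. Without the lower 50%, the counts were 124 for Hpa-proximal against control cells at 7 d.p.i. and 124 for any comparison at 7 d.p.i., 4 and 5 for Hpa-distal against control cells at 5 and 7 d.p.i., 1 and 1 for Hpa-proximal against Hpa-distal cells, 1 between time points in Hpa-proximal cells and 285 for Hpa-proximal against Hpa-distal cells averaged over time points. Fewer transcripts were tested there by construction.

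Quantile normalization gave 6 calls for Hpa-distal against control cells at 7 d.p.i. and 1 for the interaction with time. Median centring gave 1 call for Hpa-proximal against Hpa-distal cells at 5 d.p.i. and moved the median log2 fold change of all transcripts from 0.00 to -0.10 for Hpa-proximal against control cells at 5 d.p.i., from -0.04 to 0.13 at 7 d.p.i., from -0.02 to -0.13 for Hpa-distal against control cells at 5 d.p.i. and from -0.01 to 0.13 for Hpa-proximal against Hpa-distal cells at 7 d.p.i. Trend and robust settings gave 7 and 4 calls for Hpa-distal against control cells at 5 and 7 d.p.i. and 12 for Hpa-proximal against Hpa-distal cells at 7 d.p.i.

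Array weights, the lowest of which was 0.238 for proximal 5 d.p.i. replicate 3, gave 145 and 697 calls for Hpa-proximal against control cells, 7 and 27 for Hpa-distal against control cells, 26 and 549 for Hpa-proximal against Hpa-distal cells, 3 between time points in control cells, 2 for the interaction, and 944, 147 and 859 for any comparison, 5 d.p.i. and 7 d.p.i. Averaged over time points they gave 41 for Hpa-distal against control cells and 1096 for Hpa-proximal against Hpa-distal cells. Adjustment over the 9 comparisons together gave 28 and 53, 4 and 7, and 6 and 21 for the same pairs of comparisons, 1 between time points in Hpa-distal cells, and 82, 32 and 59 for any comparison, 5 d.p.i. and 7 d.p.i. Treat gave 3 and 64 for Hpa-proximal against control cells, 0 for Hpa-distal against control cells at 7 d.p.i., 1 and 6 for Hpa-proximal against Hpa-distal cells, 66, 3 and 64 for any comparison, 5 d.p.i. and 7 d.p.i., and 201, 5 and 17 for the contrasts averaged over time points of Hpa-proximal against control, Hpa-distal against control and Hpa-proximal against Hpa-distal cells; it tests against a larger change by construction. An adjusted p limit of 0.1 gave 197 and 656, 4 and 7, and 13 and 179 for the pairs of comparisons, 785, 197 and 683 for any comparison, 5 d.p.i. and 7 d.p.i., and 2390 and 1366 averaged over time points for Hpa-proximal against control and against Hpa-distal cells. One weight per cell population gave 5 and 114, 8 and 7, and 1 and 14 for the pairs, 0 between time points in Hpa-proximal cells, 124, 11 and 115 for any comparison, 5 d.p.i. and 7 d.p.i., and 730, 34 and 275 averaged over time points.

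Placements equal to those of Table S2 fell from 295 of 296 to 195 when transcripts were ordered by Hpa-proximal over Hpa-distal change, and to 178 with that order on fold changes from unlogged means. Of 36 list tests by camera 20 were called, against 8 with the estimated correlation and 8 by fry, which allow for correlation between genes by construction.

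Leaving out 1 array at a time changed the 81 calls for Hpa-proximal against control cells at 5 d.p.i. to 8, 28 and 9 without control 5 d.p.i. replicates 1, 2 and 3, to 210, 2 and 117 without proximal 5 d.p.i. replicates 1, 2 and 3, to 96, 71 and 74 without the distal 5 d.p.i. replicates, to 72, 53 and 73 without the control 7 d.p.i. replicates, to 50, 60 and 47 without the distal 7 d.p.i. replicates and to 62, 79 and 89 without the proximal 7 d.p.i. replicates, in the order of their numbers. Higher in Hpa-proximal cells were 95 of the 210 without replicate 1, against 65 of the 81. The 230 calls at 7 d.p.i. changed to 28, 23 and 162 without the control 7 d.p.i. replicates, to 185 (104 of them higher), 138 and 946 without the proximal 7 d.p.i. replicates, to 164, 165 and 171 without the distal 7 d.p.i. replicates, to 209, 196 and 165 without the control 5 d.p.i. replicates, to 232, 181 and 209 without the distal 5 d.p.i. replicates and to 254, 261 and 406 without the proximal 5 d.p.i. replicates. The remaining group of 2 arrays was assumed to vary like the other groups. Comparing Hpa-distal with control cells gave 0 to 6 calls at 5 d.p.i. (6 without proximal 5 d.p.i. replicate 3) and 0 to 9 at 7 d.p.i. (9 without control 7 d.p.i. replicate 3). For Hpa-proximal against Hpa-distal cells the range was 0 (without distal 5 d.p.i. replicate 1) to 99 (without proximal 5 d.p.i. replicate 1) and 3 (without distal 7 d.p.i. replicate 1 or 2) to 728 (without proximal 7 d.p.i. replicate 3). Between time points the range was 0 to 0 in control cells, 0 to 1 in Hpa-distal cells (without distal 5 d.p.i. replicate 3) and 1 to 154 in Hpa-proximal cells (without proximal 7 d.p.i. replicates 2 and 3), and for the interaction 0 to 6 (without proximal 5 d.p.i. replicate 3). Averaged over time points the ranges were 473 to 1807 for Hpa-proximal against control cells (without control 7 d.p.i. replicate 2 and proximal 7 d.p.i. replicate 3), 7 to 26 for Hpa-distal against control cells (without distal 7 d.p.i. replicate 3 and proximal 5 d.p.i. replicate 3) and 146 to 1230 for Hpa-proximal against Hpa-distal cells (without distal 7 d.p.i. replicate 3 and proximal 7 d.p.i. replicate 3). Any comparison ranged from 82 to 1136 (without control 7 d.p.i. replicate 2 and proximal 7 d.p.i. replicate 3), 5 d.p.i. from 2 to 230 and 7 d.p.i. from 40 to 1074. The shares of changed transcripts ranged from 47.3% to 54.6% at 5 d.p.i. and from 53.6% to 57.8% at 7 d.p.i., placements equal to Table S2 from 261 to 295 and list tests from 18 to 23.

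For the changes of the named transcripts against control cells and the calls named in other comparisons, 1172 comparisons under the other settings gave the same direction and side of the limit, 259 lost and 20 gained a call with the same direction, and 3 reversed; with 1 array left out these were 1871, 388, 16 and 11. The reversed ones were not calls. For AT1G01150_1 proximal vs control 5 d.p.i. the change was 0.05 and turned to -0.0389 under quantile normalization, -0.0412 under median centring, -0.41 with array weights, -0.24 without control 5 d.p.i. replicate 1 and -0.63 without proximal 5 d.p.i. replicate 3, the lowest of a range up to 0.49. At the same time point SEC22 (AT1G11890) turned from 0.15 to -0.0093 without control 5 d.p.i. replicate 3 (range up to 0.26), and AT1G58400 from -0.27 to 0.18 and 0.47 without proximal 5 d.p.i. replicates 1 and 2 (range from -1.46). At 7 d.p.i. AT1G05910 turned from -0.27 to 0.36, 0.05 and 8e-04 without control 7 d.p.i. replicate 1 and proximal 7 d.p.i. replicates 2 and 3 (range from -1.09), and IDL1 (AT3G25655) from 0.10 to -0.11, -0.02 and -0.04 without control 7 d.p.i. replicates 1 and 3 and proximal 7 d.p.i. replicate 3 (range up to 0.42). Of the other changes printed for named transcripts, with 1 array left out the sign also turned for Hpa-distal against control cells at 5 d.p.i. in the peroxidase AT5G39580, CRK26 and peroxidase 12, and at 7 d.p.i. in LHT1, WRKY36, NAC3, the SWAP transcript (also under quantile normalization), peroxidase 12 and ERECTA, and for ACD6 between Hpa-proximal and Hpa-distal cells at 7 d.p.i. None of these was a call in limma.

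Medians of the lists changed sign in 1 of 144 comparisons under other settings (jasmonic acid list, Hpa-proximal against Hpa-distal cells at 5 d.p.i., from -0.02 to 0.02 with the low-signal filter) and in 28 of 648 with 1 array left out. Camera had called 2 of the tests concerned: the cell division list in Hpa-distal against control cells at 5 d.p.i. turned from -0.35 to 0.13 without control 5 d.p.i. replicate 3, and the jasmonic acid list in the same populations at 7 d.p.i. from -0.34 to 0.04 without control 7 d.p.i. replicate 3. The others were the salicylic acid and vasculature lists between Hpa-proximal and Hpa-distal cells at 5 d.p.i., the jasmonic acid list in Hpa-proximal against control and against Hpa-distal cells at both time points, and in Hpa-distal against control cells the photosynthesis and epidermis lists at both time points and the vasculature list at 7 d.p.i. Under median centring the mean of both time points of the photosynthesis list in Hpa-distal over control cells turned from 0.01 to -0.03.

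In arrays simulated with 3 per group, limma called 32.5% of the changed transcripts and 54% of those changed by 4 or 5 on the log2 scale at 5 d.p.i. No other number of arrays and no larger spread of the Hpa-proximal arrays was simulated.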

Differences from the paper's values

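None of the values that the paper states for the counts of DE transcripts and genes, or for the adjusted p of DMR6, differed from those computed here; the fold change of DMR6 in Table S2 matched the ratio of the means of unlogged values, 2.81 on the log2 scale at 7 d.p.i., where the means of log2 values gave 2.88. The upregulation of about 7-fold that the text gives for both time points was 7.00-fold at 7 d.p.i. and 5.70-fold at 5 d.p.i. from unlogged means, and 7.36-fold and 7.08-fold from means of log2 values, so the gap at 5 d.p.i. is one of scale. The methods describe linear models fitted to pairs of samples. Separate fits in limma gave 0 calls, with 2520 and 4269 transcripts at an unadjusted p under 0.05 for Hpa-proximal against control cells at 5 and 7 d.p.i., while 1 model over all 18 arrays gave the stated totals.

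The paper's methods order transcripts by the Hpa-proximal over the Hpa-distal change. That order matched 195 of the 296 placements in Table S2, while Hpa-distal over Hpa-proximal matched 295, also under median centring, 289 under quantile normalization, 225 with the difference of both changes and 279 with fold changes from unlogged means, a scale chosen after the values had been seen.

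The paper describes the systemic induction group at 5 d.p.i. as an almost equal proximal and distal response. The medians were 4.41 in Hpa-proximal and 3.01 in Hpa-distal cells, and limma called 0 of its 32 transcripts between the populations (12 at an unadjusted p under 0.05). The group was formed by both changes on the same arrays, so these medians are no independent measure. On the separate arrays of 7 d.p.i. the medians of the 32 were 3.41 and 2.14.

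The text places ARCK1, under the identifier At1g11890, in the localized induction group at 5 d.p.i. That transcript, SEC22 in the annotation, changed by 0.15 in Hpa-proximal over control cells and was called under no setting. The annotation names At4g11890 ARCK1; its transcripts changed by 4.81 and 4.70, and Table S2 puts the first in the localized and the second in the systemic induction group. The text also gives At2g19190 as FLK1 once, where Table S2 and the annotation name it FRK1.

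Settings other than the one reported call items that it does not. DMR6 at 5 d.p.i., which the paper reports with an adjusted p above its limit, was past the limit in limma with the replicate block (adjusted p = 0.0450), the stricter low-signal filter (0.0373), the trend and robust settings (0.0135) and the adjusted p limit of 0.1, within a range of 0.0135 to 0.430 over the alternatives.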

Other observations

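Tests against random lists of the same mean level, the exact permutation tests, the chloroplast and mitochondrial lists, the weights by cell population, the averaged time points, both tests of the Hpa-distal share of the Hpa-proximal rise and both tests of the newly detected transcripts were chosen only after the results had been seen.

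More transcripts were called between Hpa-proximal and control cells than between Hpa-distal and control cells. At 5 d.p.i. the counts were 81 against 0 (3410 and 1081 at an unadjusted p under 0.05 in limma, and up to 8 Hpa-distal calls under other settings). At 7 d.p.i. they were 230 against 1, with 0 to 27 Hpa-distal calls under other settings. The 27 came with array weights, which called 697 in Hpa-proximal cells. The Hpa-proximal arrays varied more than the others, and under a spread shared by all groups such arrays may give more calls by chance. With weights by cell population 5 transcripts were called at 5 d.p.i. against 8 in Hpa-distal cells, so at this time point the larger spread cannot be told apart from a larger response. At 7 d.p.i. 114 were called against 7, which argues against the spread as the whole cause. A single aberrant array, proximal 5 d.p.i. replicate 3, which had the lowest array weight (0.238), would predict that the difference at 5 d.p.i. vanishes without it. Without it 117 were called against 6 in Hpa-distal cells, which argues against that array as the source of the whole difference. Yet only 48 of the 81 were among the 117, and leaving out a variable array lowers the shared spread. A larger response of the Hpa-proximal cells stays open as the biological explanation. Counts at 5 d.p.i. depended on single arrays, with 8, 28 and 9 calls without control 5 d.p.i. replicates 1, 2 and 3, 210 and 2 without proximal 5 d.p.i. replicates 1 and 2, and 50 and 47 without distal 7 d.p.i. replicates 1 and 3 and 53 without control 7 d.p.i. replicate 2. Those at 7 d.p.i. changed to 28 and 23 without control 7 d.p.i. replicates 1 and 2, to 138, 946 and 406 without proximal 7 d.p.i. replicates 2 and 3 and proximal 5 d.p.i. replicate 3.

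Whether chance could give such counts was tested by regrouping the arrays. With 10 splits of 6 arrays chance cannot be excluded: 1 split was as large for Hpa-proximal against control cells at 5 d.p.i. and 1 at 7 d.p.i., 1 for Hpa-distal against control cells at 7 d.p.i., 6 for Hpa-proximal cells between the time points, and 5 and 1 for the shares of transcripts changed by at least 0.75 at 5 and 7 d.p.i. With 100 drawn splits chance can be excluded for the transcripts called in any comparison (1 split as large) and at 7 d.p.i. (1), and for the averaged contrasts of Hpa-proximal against control cells (1) and of Hpa-distal against control cells (1). For the transcripts called at 5 d.p.i. 3 splits were as large, the highest with 125 against 81, and for the number of list tests called 3, the highest with 23 against 20; each is under 5% of splits, without a correction for the number of counts. For the interaction with time, which called 0 transcripts in limma (1240 at an unadjusted p under 0.05, up to 2 under other settings of all 18 arrays), all 100 splits were as large, as were all 10 for Hpa-distal against control cells at 5 d.p.i. and all 10 for control cells and for Hpa-distal cells between the time points. A count of 0 makes that so for any data, and these splits say nothing about chance.

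The salicylic acid list was higher in Hpa-distal than in control cells, by 0.89 (exact permutation p = 0.01, adjusted p = 0.0343, 6 of 6 arrays), and in Hpa-proximal than in control cells by 1.48 (exact permutation p = 0.005, the smallest possible, adjusted p = 0.024, 6 of 6 arrays), while Hpa-proximal and Hpa-distal cells differed by 0.07 (exact permutation adjusted p = 0.769, 5 of 6 arrays higher), by 0.27 under quantile normalization (exact permutation p = 0.065) and by 0.14 under median centring (p = 0.485). At 5 d.p.i. the median of that last difference was -0.15, although its mean, 0.20, and the camera test pointed upward. The rise in Hpa-distal over control cells was 0.92 under quantile normalization (exact permutation p = 0.01) and 0.85 under median centring (p = 0.025), both without correction. In control cells 12 of the 23 transcripts were above the median level of all transcripts. GFP-positive cells carried into the Hpa-distal sort could raise the list there, but on the unlogged scale, used for all shares here, would raise every induced transcript by the same share. The list transcripts and the others were chosen by the same rule, a rise in Hpa-proximal cells at the other time point. The median Hpa-distal share of the Hpa-proximal rise was 49.7% at 5 d.p.i. and 48.2% at 7 d.p.i. for the list (10 and 6 transcripts), against 3.66% and 4.72% for the others (1622 and 1057). The mean of both time points lay at percentile 99.06 of random subsets of the same mean level, but rises of the other transcripts by chance or through amplification, which was left open, would lower their share as well. So the list was also set against transcripts that Table S2 does not mark as newly detected and groups as localized or infection-site-specific induction at the other time point, on arrays not used here. Their median share was 13.7% at 5 d.p.i. (40 transcripts) and 20.2% at 7 d.p.i. (16). The share of the list was larger with any 1 array left out, by at least 28.32% and 24.25%. In a bootstrap over transcripts the difference had a lower limit of 18.88% at 5 d.p.i. and -2.325% at 7 d.p.i. The transcripts were read from the same arrays, so this limit does not measure the spread between replicates. For these arrays the values argue against carried cells as the whole cause at 5 d.p.i. At 7 d.p.i. carried cells and a response of the Hpa-distal cells cannot be told apart with 6 list transcripts. A shift that depends on expression level is argued against: with the change averaged over both time points the median of the list in Hpa-distal over control cells was 1.24, at percentile 100 of random lists of the same mean level (-0.20 to 0.21). Haustoriated cells without fluorescence in the Hpa-distal sort, a caveat that the paper raises, were not tested and stay possible at both time points. A salicylic acid response that extends to cells away from the pathogen stays open as a hypothesis.

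Of the 20 transcripts called in Hpa-distal over control cells averaged over time points, 11 were higher in Hpa-proximal than in Hpa-distal cells and 2 are in the salicylic acid list; 0 differed between Hpa-proximal and Hpa-distal cells in limma. The largest rises, chosen after their values had been seen, were those of the LURP1 transcript AT2G14560_1 (7.17, limma adjusted p = 0.0345), PNP-A (6.7, adjusted p = 8.48e-04), AT5G10760 (5.24, adjusted p = 0.00366), AT1G21250 (5.05, adjusted p = 0.0345) and PBS3 (5.03, adjusted p = 0.00397). The paper does not report AT2G14560_1 or AT1G21250 among its DE transcripts.

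Transcripts of the mitochondrial genome were higher in Hpa-proximal than in Hpa-distal cells, with a mean of the medians at both time points of 0.43 (exact permutation p = 0.005, the smallest possible, adjusted p = 0.024, 6 of 6 arrays higher; medians 0.21 and 0.64 at 5 and 7 d.p.i.), and 0.5 under quantile normalization and under median centring. Against control cells Hpa-proximal cells were at 0.33 (exact permutation adjusted p = 0.07, 6 of 6 arrays), which fails the correction, and Hpa-distal cells at -0.03 (adjusted p = 0.877, 4 of 6 arrays lower). A shift that depends on expression level could move so large a list, but it would lower transcripts of this level: with the change averaged over both time points the median of the list was 0.47, at percentile 100 of random lists (-0.41 to -0.06). No biological explanation was tested, and neither was the smaller cell number or lighter DNase treatment of the Hpa-proximal samples. Transcripts of the chloroplast genome were at -0.07 in Hpa-proximal over control cells (exact permutation adjusted p = 0.642, 3 of 6 arrays lower), -0.12 in Hpa-distal over control cells (adjusted p = 0.536, 4 of 6 lower) and 0.04 in Hpa-proximal over Hpa-distal cells (adjusted p = 0.769, 4 of 6 higher). Averaged over time points, the median in Hpa-distal over control cells, -0.12, lay at percentile 0 of random lists of the same mean level (-0.02 to 0.04), and that in Hpa-proximal over Hpa-distal cells, 0.03, at percentile 99.99 (-0.21 to -0.03), although the permutation of arrays excluded chance for neither.

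The jasmonic acid list was at -0.11 in Hpa-proximal over control cells (exact permutation adjusted p = 0.764, 4 of 6 arrays lower), where at 5 d.p.i. its median was 0.04 and its mean -0.08, at -0.28 in Hpa-distal over control cells (adjusted p = 0.12, 6 of 6 lower; percentile 0.01 of random lists of the same mean level) and at 0.09 in Hpa-proximal over Hpa-distal cells (adjusted p = 0.769, 4 of 6 higher). Of its 22 transcripts 17 were above the median level in control cells, none of its genes is in Table S2 (0), and limma called 2 in Hpa-proximal over control cells averaged over time points over all genes and 3 when adjusted over the list alone.

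Newly detected transcripts could be chance calls. For the 108 called between Hpa-proximal and control cells only at 7 d.p.i., the separate arrays of 5 d.p.i. give a test: 97 changed in the called direction there, with a median of 1.75, at percentile 100 among random uncalled transcripts of the same mean level (-0.12 to 0.36), which argues against chance as the source of most of them. Amplification from fewer cells in the Hpa-proximal samples is another possible explanation, since it would affect Hpa-proximal arrays at both time points but not Hpa-distal ones. In Hpa-distal cells at 5 d.p.i. 58 of the 108 changed in the called direction, with a median of 0.04 at percentile 79.96 (-0.17 to 0.13). A response limited to the infection site predicts the same, so amplification and a localized response cannot be told apart.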
